# Negative elongation factor complex enables macrophage inflammatory responses by controlling anti-inflammatory gene expression

**DOI:** 10.1038/s41467-020-16209-5

**Published:** 2020-05-08

**Authors:** Li Yu, Bin Zhang, Dinesh Deochand, Maria A. Sacta, Maddalena Coppo, Yingli Shang, Ziyi Guo, Xiaomin Zeng, David A. Rollins, Bowranigan Tharmalingam, Rong Li, Yurii Chinenov, Inez Rogatsky, Xiaoyu Hu

**Keywords:** Gene regulation in immune cells, Inflammation, Monocytes and macrophages

## Abstract

Studies on macrophage gene expression have historically focused on events leading to RNA polymerase II recruitment and transcription initiation, whereas the contribution of post-initiation steps to macrophage activation remains poorly understood. Here, we report that widespread promoter-proximal RNA polymerase II pausing in resting macrophages is marked by co-localization of the negative elongation factor (NELF) complex and facilitated by PU.1. Upon inflammatory stimulation, over 60% of activated transcriptome is regulated by polymerase pause-release and a transient genome-wide NELF dissociation from chromatin, unexpectedly, independent of CDK9, a presumed NELF kinase. Genetic disruption of NELF in macrophages enhanced transcription of AP-1-encoding *Fos* and *Jun* and, consequently, AP-1 targets including *Il10*. Augmented expression of IL-10, a critical anti-inflammatory cytokine, in turn, attenuated production of pro-inflammatory mediators and, ultimately, macrophage-mediated inflammation in vivo. Together, these findings establish a previously unappreciated role of NELF in constraining transcription of inflammation inhibitors thereby enabling inflammatory macrophage activation.

## Abstract (web summary)

Macrophage activation is integral to innate immunity and inflammation, and involves transcriptome remodeling leading to the rapid upregulation of pro- and anti-inflammatory effector genes. Here the authors show that the negative elongation factor (NELF) complex controls the transcription of anti-inflammatory genes through Pol II pause release.

## Introduction

Inflammation has evolved as a rapid response to environmental cues and contributes to a series of physiological and pathological processes including host defense, tissue damage, and metabolic alterations^1–3^. The potentially harmful effects of inflammation necessitate the existence of precise regulatory mechanisms to control its magnitude and duration^4,5^. Indeed, activation of macrophages, an essential component of inflammatory responses, is subject to exquisitely tight control at multiple levels. For example, during activation, macrophage transcriptome undergoes extensive reprogramming with hundreds of genes rapidly upregulated and downregulated hundreds or even thousands of fold^6^, pointing at transcription as a critical node of regulatory circuitry in these cells. Macrophage activation is typically triggered by ligation of cell surface or endosomal receptors which initiates intracellular signaling, culminating in recruitment of sequence-specific transcription factors and RNA polymerase (Pol) II to the target gene loci^7^. Historically, Pol II recruitment and transcription initiation were considered the major rate-limiting steps for gene activation^8^. However, this view was later challenged by several studies reporting that in resting macrophages, transcription start sites (TSS) of many inflammatory genes such as *Tnf* are preloaded by Pol II^9,10^ raising the possibility that the rate-limiting steps to their activation occur post transcription initiation.

Indeed, numerous recent studies conducted mainly in *Drosophila* and stem cells have described Poll II promoter–proximal pausing, pause-release and entry into productive elongation as equally susceptible to regulation^11^. Specifically, after formation of the preinitiation complex (PIC), Pol II initiates transcription, synthesizes short (20–60 nt) nascent RNAs and then pauses. Further productive elongation requires signal-dependent pause-release to mobilize Pol II into the gene body regions. Given the importance of Pol II pausing, establishment of pause and its release are highly regulated by a plethora of positive and negative factors, including negative elongation factor (NELF), DRB sensitivity-inducing factor (DSIF), and positive transcription elongation factor-b (P-TEFb)^12,13^. In the canonical pause-release model derived from biochemical studies, the four-subunit NELF complex binds and retains Pol II within the promoter–proximal regions^14^. Pause-release is believed to be triggered by signal-induced phosphorylation of NELF by the heterodimeric P-TEFb complex composed of cyclin-dependent kinase 9 (CDK9) and cyclin T1, which results in dismissal of NELF from promoters. In addition, P-TEFb phosphorylates DSIF converting it from pausing to elongation-promoting factor and serine 2 residues within the heptad repeats in Pol II C-terminal domain (also targeted by CDK12), which together is thought to facilitate Pol II entry into gene bodies and productive transcription elongation^11,15^.

Post-initiation regulation of transcription is implicated in key biologic processes, including embryogenesis and development^11,16–20^. The contribution of post-initiation mechanisms to immune cell function has not been widely appreciated although several pioneering studies have provided strong evidence for the existence of this type of regulation especially in cells such as macrophages that respond rapidly to environmental cues^9,10,21–23^. Ligation of TLR4 followed by NF^−^kB recruitment leads to P-TEFb binding to numerous gene loci^10,22,24,25^. In fact, studies by us and others have shown how P-TEFb loading and transcription elongation are targeted by negative regulators of inflammation including the glucocorticoid receptor and other transcription repressors^21,22,26^, underscoring the physiological importance of immune gene regulation during early elongation. Nevertheless, these studies mainly focused on specific subsets of genes of interest, whereas the characteristics and a global impact of post-initiation control of transcription to macrophage activation remain to be thoroughly investigated.

Here, by employing genomic, pharmacological, and biochemical approaches, we comprehensively mapped the post-initiation transcriptional landscape during macrophage activation. We describe the surprisingly global and dynamic interactions of the “pausing factor” NELF with chromatin over the course of inflammatory activation of macrophages and the unexpected contribution of the lineage-determining transcription factor PU.1 to this process. Using genetic disruption of *Nelfb* in macrophages, we identify a functionally and transcriptionally diverse group of NELF-regulated genes that display aberrant responses to inflammatory signaling, and define a pathway linking paused genes under direct transcriptional control of NELF to their downstream effectors in the immune system. Finally, we describe the consequences of macrophage-specific NELF depletion in vivo thereby establishing a physiological role of NELF in mammalian inflammatory response.

## Results

### Widespread Pol II promoter–proximal pausing in macrophages

To comprehensively define the global Pol II pausing patterns as related to signal-induced transcription in murine primary bone marrow-derived macrophages (BMDM), we performed Pol II chromatin immunoprecipitation followed by high throughput sequencing (chromatin immunoprecipitation (ChIP)-seq) and precision nuclear run-on sequencing (PRO-seq). 

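Polyadenylated RNA was sequenced from 15 libraries of BMDM, which were grown from mouse bone marrow in medium conditioned by L929 cells. There were 5 groups of 3 libraries each: resting WT, WT treated with LPS (10 ng/ml) for 0.5 h or for 1 h, resting Nelfb KO, and Nelfb KO treated with LPS for 0.5 h. The authors mapped the paired-end reads to mm10 with TopHat2 2.1.0 and obtained FPKM and group comparisons from Cuffdiff in Cufflinks 2.2.1. Their deposited table gives 1 FPKM value per gene and group, averaged by the authors over 3 libraries, so no SD and no n of single libraries can be given for any value and no test was run on libraries. For 4 comparisons the authors' deposited table also gives a ratio of FPKM + 1, a p-value and a q-value. Log2 ratios were computed here from the group values of FPKM, each plus 1, which shrinks the changes of genes with low FPKM. Of the 23996 genes in the table, 11258 had a mean of at least 0.5 FPKM over the 5 groups and were kept. The p-values of the authors' deposited table were adjusted over the kept genes of each comparison by the Benjamini-Hochberg method, and genes were called higher or lower at an adjusted p under 0.05. The smallest p-value in the authors' deposited table is 5e-05, so that genes at this floor are not ranked by it. FPKM summed over all genes ranged from 511973 in WT at 0.5 h to 615071 in resting WT, and the 100 highest genes held 33.4% to 38.1% of the sum. The number of reads per library was not used here. In resting WT BMDM 10441 genes had at least 1 FPKM, which is 43.5% of the genes in the table.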

Out of 10,076 unique genes expressed in BMDM as defined by RNA-seq (referred to as “BMDM transcriptome” hereafter), an overwhelming majority of genes displayed features of promoter–proximal pausing as computationally defined by high pausing index (PI) calculated based on Pol II ChIP-seq signals in the TSS regions versus gene body regions (Fig. 1a, b, Supplementary Fig. 1a). Highly paused (PI ≥ 3, group 1) and moderately paused (1.5 ≤ PI < 3, group 2) genes made up 76% of the BMDM transcriptome (Fig. 1c, Supplementary Fig. 1b), whereas non-paused genes made up 24% (PI < 1.5, group 3). The global Pol II pausing pattern was highly reproducible across independent ChIP-seq data sets (Supplementary Fig. 1c). To examine whether paused Pol II was transcriptionally active, we employed PRO-seq which detects de novo transcripts and found enriched promoter-proximal short transcripts in resting BMDM (Fig. 1d, e). Interestingly, PRO-seq based quantification also revealed promoter-proximal pausing in approximately 83% of the transcriptome (Supplementary Fig. 1d), which largely overlapped with Pol II pausing defined by ChIP-seq (Supplementary Fig. 1e). Therefore, both Pol II occupancy and production of nascent transcripts in resting BMDM corroborate promoter-proximal pausing as a widespread phenomenon that affects approximately three-quarters of BMDM transcriptome, consistent with Pol II pausing occurrence reported in other species and cell types^27^.

**Fig. 1:**
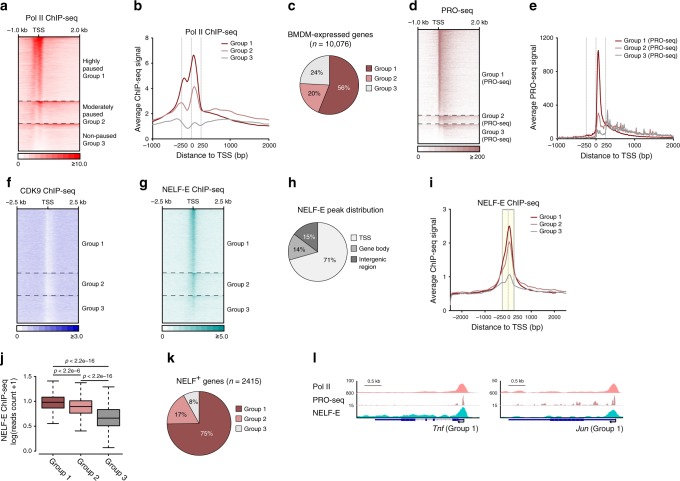
Pol II promoter–proximal pausing in resting BMDM is marked by NELF co-localization. **a** Heat map of Pol II ChIP-seq signals around the TSS regions for BMDM-expressed highly paused (group 1), moderately paused (group 2), and non-paused (group 3) genes. Each row indicates one gene. In each group, the rows were sorted by the decreasing Pol II ChIP-seq signal in TSS region. **b** Average Pol II ChIP-seq signals around TSS regions of group 1 (brown), group 2 (red), and group 3 (gray) genes, as indicated. **c** Pie graph shows the percentage of BMDM-expressed genes in each group. **d** Heat map of PRO-seq signals (sense strand) around the TSS regions for three groups of genes classified based on PRO-seq defined PI. Each row indicates one gene. In each group, the rows were sorted as in (**a**). **e** Average PRO-seq signals (sense strand) around TSS regions of group 1–3 genes from (**d**). **f**, **g** Heat maps for CDK9 (**f**) and NELF-E (**g**) ChIP-seq signals around the TSS regions for three groups of genes. In each group, the rows were sorted as in (**a**). **h** The genomic distribution of NELF-E ChIP-seq peaks. TSS and gene body regions were defined as shown in Supplementary Fig. 1a. **i** Average NELF-E ChIP-seq signals around TSS of group 1–3 genes, as indicated. **j** NELF-E ChIP-seq reads quantified in −250 to +250 bp region (boxed in (**i**)) are shown as box-plots for group 1–3 genes, as indicated. Boxes outline the data from first quartile to third quartile, and bars indicate the boundary whose distribution does not exceed 1.5-fold of interquartile range extended from both first quartile and third quartile. *p* Values (group 1/group 2*P* < 2.2e^−16^, group 1/group 3*P* < 2.2e^−16^, group 2/group 3*P* < 2.2e^−16^) were calculated by two-sided Mann–Whitney *U* test. **k** The percentage of group 1–3 genes in NELF^+^ BMDM-expressed genes. **l** Tracks of Pol II ChIP-seq, PRO-seq (sense strand), and NELF-E ChIP-seq are shown for *Tnf* and *Jun* group 1 genes.

To assess the role of factors associated with pausing and early elongation, we investigated the global occupancy of CDK9, the kinase subunit of P-TEFb, and the NELF^−^ E subunit of the NELF complex in resting BMDM by ChIP-seq. P-TEFb plays a critical role in promoting elongation in a signal-dependent manner^28^ and, consistently, showed little occupancy in resting BMDM (Fig. 1f, Supplementary Fig. 1f). In contrast, the “pausing factor” NELF displayed striking TSS-centric distribution with 71% of NELF-E ChIP-seq peaks located near TSS (Fig. 1g, h). NELF-E occupancy strongly correlated with paused Pol II and vice versa: highly paused genes showed the highest NELF-E binding signals (Fig. 1i, j), and 32% of group 1 genes displayed NELF-E peaks in their TSS regions (hereafter, NELF^+^ genes) compared to only 8% of group 3 (Supplementary Fig. 1g). Reciprocally, 75% of NELF^+^ genes were highly paused genes (Fig. 1k), as exemplified by *Tnf* and *Jun* (Fig. 1l). Thus, in resting BMDM, the majority of transcriptome displayed features of promoter-proximal pausing characterized by TSS-centric NELF occupancy co-localizing with that of Pol II, potentially rendering these genes primed to regulation at the post-initiation steps.

### PU.1 contributes to TSS-centric Pol II and NELF localization

We next sought to identify factors that may contribute to establishing promoter–proximal pausing in macrophages. Motif analysis of DNA sequences in TSS regions of our three groups of genes revealed that ETS family transcription factor binding motifs were significantly enriched near TSS of highly paused genes (Fig. 2a; compare group 1 and 2-3). Out of 26 ETS family transcription factors, PU.1 is the lineage-determining factor and the highest expressed family member in macrophages (Fig. 2b). 

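PU.1 is encoded by Spi1, which lies on chromosome 2 of GRCm38 from 91082390 to 91115756. In resting WT BMDM Spi1 had 313 FPKM, the highest value among 26 ETS family genes that were listed before the data were examined. Its place among all genes of the table was 304. Ets2 came next in the family with 43.0 FPKM, and the FPKM of Spi1 was 7.29 times that of Ets2. Fli1 had 26.1 FPKM and Elf1 had 21.4 FPKM. At least 1 FPKM was found for 18 of the 26 genes. The other 8 had less than 1 FPKM, and 3 of them, Elf5, Etv2 and Fev, were listed at 0 in resting WT. Spi1 had the highest FPKM of the family in all 5 groups, from 278 FPKM in WT at 0.5 h to 314 FPKM in resting Nelfb KO. No ETS gene among the 18 kept passed an adjusted p of 0.05 in Nelfb KO against WT at rest or at 0.5 h, either over all kept genes or adjusted over the list alone. By the unadjusted p-values of Cuffdiff in the authors' deposited table, 0 of the 18 passed at rest and 1 passed at 0.5 h. After 1 h of LPS in WT, 4 of the 18 were higher, among them Ets2 at 121 FPKM.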

Interestingly, in addition to previously reported occupancy at gene enhancers^29^, our analysis of published PU.1 ChIP-seq data^30^ revealed that 58% of genes expressed in BMDM exhibited PU.1 occupancy near TSS (Fig. 2c). Moreover, TSS PU.1^+^ genes largely overlapped with the highly paused group 1 genes (Fig. 2d, e). PU.1 ChIP-seq signals showed significant positive correlation with the degree of pausing (Fig. 2f, g), with representative genes, e.g., *Tnf*, demonstrating concomitant Pol II, NELF-E, and PU.1 occupancy near TSS (Fig. 2h).

**Fig. 2:**
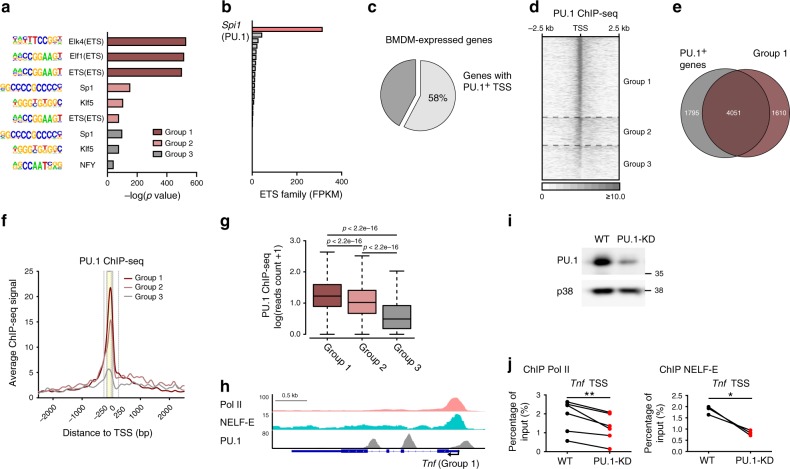
PU.1 contributes to establishment of promoter–proximal pausing in macrophages. **a** Motif enrichment analysis in TSS regions of BMDM-expressed genes. Top three most enriched transcription factor binding motifs in TSS region of each gene group are shown; *x*-axis is −log_10_(*p* value) for each enriched motif. Binomial distribution was used for *p* value calculation, and no adjustments were made for multiple comparisons. **b** Expression level (fragments per kilobase of transcript per million mapped reads [FPKM]) measured by RNA-seq in resting BMDM for each of the 26 mouse ETS family transcription factors. **c** The percentage of genes with PU.1^+^ TSS regions (PU.1^+^ genes) in BMDM-expressed genes. **d** Heat map of PU.1 ChIP-seq signals in resting BMDM around the TSS regions for BMDM-expressed genes. For each group, the rows were sorted as in Fig. 1a. **e** The overlap between PU.1^+^ BMDM-expressed genes and group 1 genes. **f** Average signals of PU.1 ChIP-seq in resting BMDM around TSS regions of group 1–3 genes, as indicated. **g** PU.1 ChIP-seq reads quantified in resting BMDM in −150 to +50 bp region (boxed in (**f**)) are shown as boxplots for group 1–3 genes, as indicated. The boxes and bars express data as in Fig. 1j. *p* Values (group 1/group 2*P* < 2.2e^−16^, group 1/group 3*P* < 2.2e^−16^, group 2/group 3*P* < 2.2e^−16^) were calculated by two sided Mann–Whitney *U* test. **h** Tracks of Pol II, NELF-E, and PU.1 ChIP-seq in resting BMDM are shown for *Tnf*, a representative group 1 gene. **i** Western blot for PU.1 and p38 (loading control) in WT and PU.1-KD iBMDM. Shown is one representative blot from three biological replicates. **j** The occupancy of Pol II and NELF-E in the TSS region of *Tnf* was assessed by ChIP-qPCR in WT and PU.1-KD iBMDM (Pol II: *n* = 6, *P* = 0.0082; NELF-E: *n* = 3, *P* = 0.0277). *P < 0.05, **P < 0.01 by two-sided paired Student’s *t* test. *n* represents biologically independent experiments. Source data are provided as a Source Data file.

To probe for the causal direct or indirect relationship between PU.1 and Pol II promoter–proximal pausing, PU.1 expression was manipulated in immortalized macrophages using the CRISPR–Cas9 technique. Diminishing PU.1 expression in fully differentiated macrophages (Fig. 2i) attenuated both Pol II and NELF-E binding near the *Tnf* TSS (Fig. 2j). To further corroborate a positive role for PU.1 in TSS-centric Pol II accumulation, we mutated a PU.1 binding site near the endogenous *Tnf* TSS in immortalized macrophages using CRISPR–Cas9 technique (Supplementary Fig. 2a). ChIP experiments in the PU.1 binding site-mutated macrophages revealed impaired Pol II and NELF-E occupancy near the TSS (Supplementary Fig. 2b–d), providing additional genetic evidence for the contribution of a PU.1 *cis*-element in the assembly of the pausing machinery.

### NELF dismissal is a key feature of macrophage activation

Widespread Pol II pausing in resting BMDM suggested that pause-release may mediate activation of macrophage transcriptome by inflammatory signals. Following 1 h exposure of BMDM to LPS, a TLR4 agonist, activation of group 1 and 2 genes—approximately two-thirds of LPS-responsive genes—displayed a dramatic increase in both Pol II loading and elongation of paused Pol II into gene bodies indicative of pause-release (Fig. 3a, b, Supplementary Fig. 3a). In contrast, only 32% of LPS-induced macrophage transcriptome were activated solely by de novo recruitment of Pol II to promoters (Fig. 3a, b, group 3 genes). Pause-release in response to LPS was highly reproducible (Supplementary Fig. 3b) and was mirrored by a significant decrease in PI of group 1 as well as group 2 genes in the LPS-activated compared to the resting BMDM (Fig. 3c, Supplementary Fig. 3c). To determine whether Pol II released into gene body regions was transcriptionally active, we assessed de novo transcription by PRO-seq. As expected, PRO-seq captured transcriptional pausing in over half (71%) of LPS-induced genes in resting BMDM (Supplementary Fig. 3d), as well as increasing transcriptional events across gene bodies and significantly attenuated PRO-seq-defined PI upon LPS treatment, further reinforcing the notion that pause-release acts as a hallmark of activation of group 1 genes (Fig. 3d–f). Representative genes from group 1 (*Tnf*) and group 3 (*Il1b*) along with their PI are shown in Fig. 3g.

**Fig. 3:**
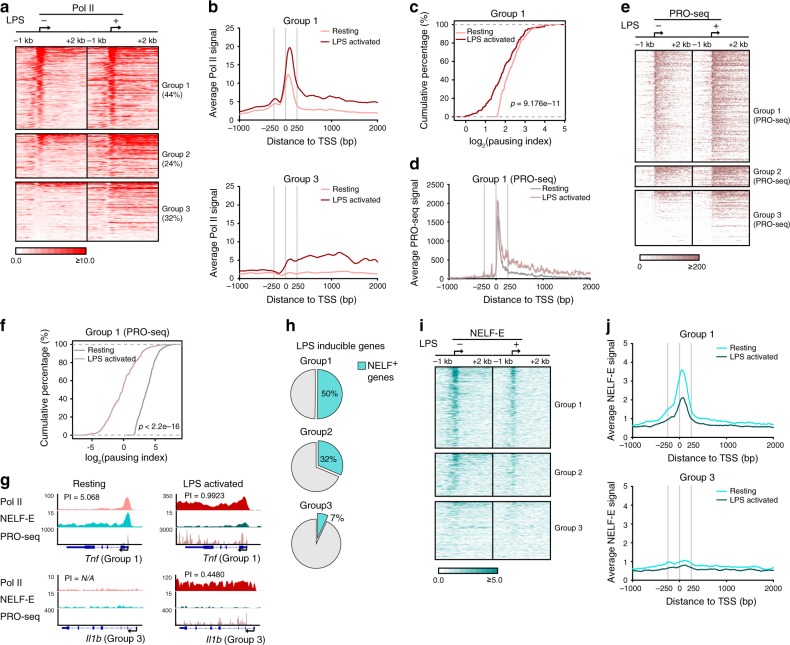
Macrophage activation is associated with Pol II pause-release. **a** Heat map of Pol II ChIP-seq signals in resting and LPS-activated (1 h) BMDM around the TSS regions of group 1–3 LPS-inducible genes. For each group, the rows were sorted by the decreasing Pol II ChIP-seq signal in the TSS region in resting BMDM. **b** Average Pol II ChIP-seq signals in resting and LPS-activated BMDM around TSS of group 1 (top) and group 3 (bottom) LPS-inducible genes. (**c**) The empirical cumulative distribution function (ECDF) plot of Pol II PI distribution of group 1 LPS-inducible genes in resting and LPS-activated BMDM. *p* Value (resting/LPS activated *p* = 9.176e^−11^) was calculated by two-sided Kolmogorov–Smirnov test. **d** Average PRO-seq signals (sense strand) in resting and LPS-activated BMDM around TSS of PRO-seq group 1 LPS-inducible genes. **e** Heat map of PRO-seq signals (sense strand) in resting and LPS-activated (0.5 h) BMDM around the TSS regions of group 1–3 LPS-inducible genes that were classified by PRO-seq defined PI. For each group, the rows were sorted by decreasing PRO-seq signals (sense strand) in TSS regions. **f** The empirical cumulative distribution function (ECDF) plot of PRO-seq-defined PI of group 1 LPS-inducible genes in resting and LPS-activated (0.5 h) BMDM. *p* Value (resting/LPS activated *P* < 2.2e^−16^) was calculated by two-sided Kolmogorov–Smirnov test. **g** Tracks of Pol II ChIP-seq, NELF-E ChIP-seq, and PRO-seq (sense strand), as indicated, are shown for representative group 1 (*Tnf*) and group 3 (*Il1b*) genes in resting (left) and LPS-activated (right) BMDM. **h** The percentage of NELF^+^ genes in group 1–3 of LPS-inducible genes. **i** Heat map of NELF-E ChIP-seq signals in resting and LPS-activated (0.5 h) BMDM around the TSS regions of group 1–3 LPS-inducible genes. For each group, the rows were sorted as in (**a**). **j** Average NELF-E ChIP-seq signals in resting and LPS-activated BMDM around TSS of group 1 (top) and group 3 (bottom) LPS-inducible genes.

Next, we sought to identify key factors that mediated differential regulation of paused vs. non-paused genes. P-TEFb is a positive regulator of transcription elongation, implicated in gene activation^11,12,31^. Measuring global CDK9 occupancy in LPS-activated BMDM by ChIP-seq (Supplementary Fig. 3e) revealed similar CDK9 recruitment patterns in group 1 and group 3 genes (Supplementary Fig. 3f). Indeed, enhanced CDK9 recruitment in LPS-activated BMDM correlated with increased Pol II traveling into gene body regardless of the gene pausing status (Supplementary Fig. 3g). Because CDK9 recruitment was not a feature unique to paused genes, we next assessed the behavior of the pausing factor NELF during macrophage activation. Among LPS-activated genes, NELF-E occupancy correlated well with the pausing status as illustrated by prevalent NELF positivity in group 1 genes and scarcity of NELF in group 3 genes (Fig. 3h, Supplementary Fig. 3h). Interestingly, across multiple NELF-E ChIP-seq data sets, NELF occupancy dramatically declined within 0.5 h of LPS stimulation (Fig. 3i, j, Supplementary Fig. 3i, j). These results indicate that Pol II pause-release and NELF dissociation were hallmark events in inflammatory activation of macrophage transcriptome.

### NELF dissociation from chromatin is global yet transient

Given a dramatic NELF loss from promoters in response to LPS (Supplementary Fig. 4a), we wondered whether such dismissal was restricted to LPS-inducible genes or occurred at a global scale across genome. Interestingly, NELF-E ChIP-seq revealed a highly dynamic pattern of NELF-E occupancy, in which NELF complex was globally dismissed from thousands of NELF^+^ genes 0.5 h post LPS stimulation (Fig. 4a, b, Supplementary Fig. 4b, c; approximately half of NELF^+^ genes), and reloaded to the TSS regions by 1 h approaching levels seen in resting BMDM (Fig. 4a, b, Supplementary Fig. 4b, d, e). Indeed, NELF dissociation was not restricted to LPS-inducible genes as illustrated by striking loss of NELF despite lack of transcriptional response from two representative paused genes *Ldha* and *Irf8* (Supplementary Fig. 4f). ChIP-seq data was corroborated biochemically, whereby the abundance of chromatin-associated NELF (assessed by immunoblotting for NELF-E and NELF-B subunits) decreased dramatically after 0.5 h of LPS exposure and was fully restored by 1 h (Fig. 4c). Of note, LPS-induced NELF chromatin dismissal and reloading were not a consequence of alterations in total cellular levels of the NELF complex as NELF-B and NELF-E protein abundance remained largely unchanged during the course of macrophage activation (Supplementary Fig. 4g).

**Fig. 4:**
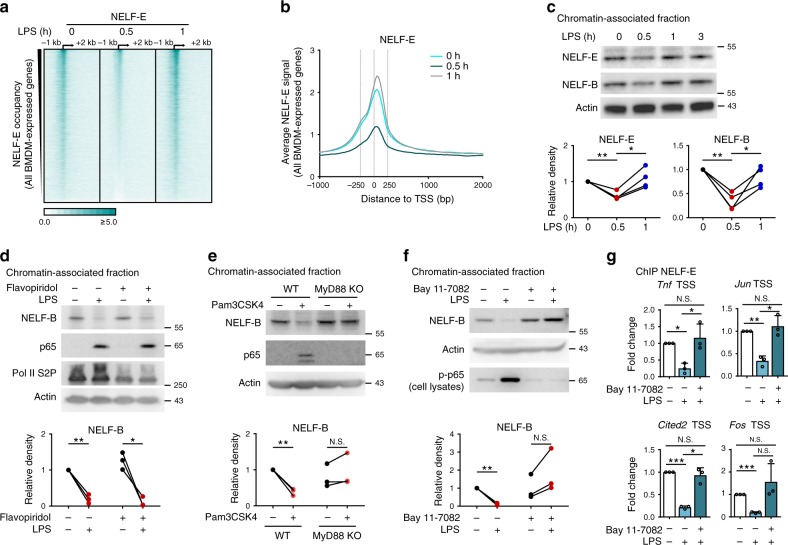
NELF is globally and transiently released from chromatin upon macrophage activation. **a**, **b** Heat map (**a**) and average signals (**b**) of NELF-E ChIP-seq around TSS of all BMDM-expressed genes (*n* = 10076 genes) for BMDM treated with LPS as indicated. The rows in **a** were sorted by decreasing NELF-E occupancy in TSS regions in resting BMDM. **c** Immunoblotting of chromatin-associated NELF-E, NELF-B, and actin in BMDM treated as indicated (*n* = 4). NELF-E and NELF-B bands were quantified by densitometry, normalized to internal control (actin), and expressed relative to untreated (0 h) sample (=1) (bottom) (NELF-E LPS 0 h/0.5 h *P* = 0.0063, LPS 0.5 h/1 h *P* = 0.0138; NELF-B LPS 0 h/0.5 h *P* = 0.005, and LPS 0.5 h/1 h *P* = 0.0314). **d** Immunoblotting of chromatin-associated NELF-B, p65, Pol II S2P, and actin in mock (PBS) and flavopiridol (300 nM)-pretreated (0.5 h) BMDM followed by LPS (0.5 h) (*n* = 3). NELF-B bands in (**d**, **e**, **f**) were quantified and normalized as in (**c**) (bottom) (LPS 0 h/0.5 h *P* = 0.0077, flavopiridol pretreated LPS 0 h/0.5 h *P* = 0.0322). **e** Immunoblotting of chromatin-associated NELF-B, p65, and actin in WT and MyD88 KO BMDM with or without Pam3CSK4 stimulation (10 ng/ml for 0.5 h) (*n* = 3). Statistics of NELF-B bands (bottom) (WT/WT + Pam3csk4, *P* = 0.0081; MyD88 KO/MyD88 KO + Pam3csk4, *P* = 0.2311). **f** Immunoblotting of chromatin-associated NELF-B and actin in mock (DMSO) and Bay 11–7082 (5 μM)-pretreated (0.5 h) BMDM followed by LPS (0.5 h). p-p65 blot is control for Bay 11-7082 activity (*n* = 3). Statistics of NELF-B bands (bottom) (LPS 0 h/0.5 h, *P* = 0.0016; Bay 11–7082 pretreated LPS 0 h/0.5 h, *P* = 0.1042). **g** NELF-E occupancy in *Tnf, Jun, Cited2, Fos* TSS regions was assessed by ChIP-qPCR in mock (DMSO) and Bay 11–7082 (5 μM)-pretreated (0.5 h) BMDM followed by LPS (0.5 h) (*n* = 3) (*P* values for different comparative conditions in *Tnf*, *Jun*, *Cited2*, and Fos TSS are listed respectively: LPS 0 h/0.5 h *P* = 0.0137, 0.0094, 0.0006, 0.0006; LPS 0.5 h/LPS 0.5 h+Bay 11–7082, *P* = 0.0345, 0.0245, 0.023, 0.1082; LPS 0 h/LPS 0.5 h+Bay 11–7082, *P* = 0.5634, 0.5074, 0.5464, 0.3562). Mean + SD. *P < 0.05, **P < 0.01, ***P < 0.001, N.S. *P* > 0.05 by two-sided paired Student’s *t* test. *n* represents biologically independen*t* experiments. Source data are provided as a Source Data file.

In the canonical pause-release model, P-TEFb mediates NELF dismissal from the paused Pol II^32^. We assessed whether such model applied to dynamic changes of NELF occupancy during macrophage activation. Upon treatment of BMDM with flavopiridol, a CDK9 inhibitor, prior to and throughout LPS exposure, NELF still markedly dissociated from chromatin in response to LPS (Fig. 4d). Moreover, NELF was similarly dismissed from chromatin in immortalized macrophages in which CDK9 was depleted via CRISPR/Cas9-mediated gene editing (Supplementary Fig. 4h, i), providing genetic evidence for the P-TEFb-independent NELF release in macrophages.

We next confirmed that the integrity of the TLR pathway leading to NF-κB activation was required for NELF dissociation. Because TLR4 activates MyD88 and, to lesser extent, TRIF adapters, we used Pam3CSK4, a TLR1/2 agonist to activate specifically MyD88. As expected, Pam3CSK4 induced NELF dismissal from chromatin in BMDM, and MyD88 deletion abrogated this release (Fig. 4e). Furthermore, Bay 11-7082, an I^-^kappa-kinase (IKK) inhibitor—but not SB203580, an inhibitor of p38 MAPK less relevant to NF-κB activation—also prevented LPS-induced NELF chromatin dismissal (Fig. 4f, Supplementary Fig. 4j). The reversal of NELF release by IKK inhibition was apparent at individual target genes, e.g., *Tnf, Jun, Cited2, Fos* TSS regions as demonstrated by ChIP-quantitative polymerase chain reaction (qPCR) (Fig. 4g). Thus, activation of macrophage transcriptome by LPS led to a transient MyD88-IKK-dependent yet CDK9-independent NELF dismissal from chromatin.

### NELF regulates early inducible transcription activation

To investigate the role of NELF in macrophage function, we took a genetic approach by generating mice with myeloid cell-specific deletion of the *Nelfb* gene (*Nelfb*^*fl/fl*^, *Lyz2Cre*, referred to as *Nelfb* KO hereinafter^22^). Consistent with previous reports in other cell types^33^, deletion of *Nelfb* led to destabilization of the NELF complex and degradation of other subunits including NELF-E (Fig. 5a), confirming it to be an informative loss-of-function model for studying the role of the NELF complex in macrophages. Depletion of NELF in myeloid cells resulted in no gross abnormalities of animals or apparent alterations of macrophage populations in vivo under homeostatic condition (Supplementary Fig. 5a–c). Moreover, RNA-seq and PRO-seq showed that NELF deficiency did not significantly or systematically alter transcriptomes of resting BMDM with <2% of all expressed genes affected (Fig. 5b, c). Thus, NELF was largely dispensable for maintaining baseline macrophage gene expression, in line with grossly normal phenotypes of *Nelfb* KO mice.

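Nelfb, the deleted gene, lies on chromosome 2 of GRCm38 from 25199712 to 25211489. It had 21.9 FPKM in resting WT and 5.65 FPKM in resting Nelfb KO, a log2 ratio of -1.79 (adjusted p = 0.0029 from the p in the authors' deposited table). After 0.5 h of LPS its FPKM was 19.7 in WT and 5.55 in Nelfb KO, a log2 ratio of -1.66 (adjusted p = 0.00443 from the p in the authors' deposited table). Of the 4 NELF subunit genes, Nelfb and Nelfe were lower in resting Nelfb KO, also when adjusted over the list alone. Nelfe had 33.7 FPKM in resting WT and 19.5 FPKM in resting Nelfb KO (log2 ratio -0.76, adjusted p = 0.0114 from the p in the authors' deposited table), but it fell to 19.6 FPKM in WT at 0.5 h and was then at 19.9 FPKM in Nelfb KO. Nelfa and Nelfcd had log2 ratios of -0.08 and -0.29 at rest. Of the 11258 kept genes, 53 were higher and 510 lower in resting Nelfb KO at an adjusted p under 0.05. The unadjusted p-values of the authors' deposited table gave 401 higher and 1384 lower at a p under 0.05. With the thresholds that the study states, a p under 0.05 and a ratio of FPKM + 1 of at least 1.4 or at most 0.6, the authors' deposited table gave 138 higher and 344 lower genes. These 482 genes are 2.01% of the 23996 genes in the table, with 0.575% higher and 1.43% lower. Among the 10441 expressed genes they numbered 471 (4.51%), of which 127 were higher and 344 lower. Over all kept genes the median log2 ratio was -0.02. Among genes past an adjusted p of 0.05, the 10 largest rises were those of Hist2h2aa1, Hist1h1d, Hist1h1c, Arg1, Hist2h2ac, Hist1h1e, Thbs1, Lyz2, Tfrc and Cxcl3, with log2 ratios from 0.83 to 1.71. For Arg1 this was a rise from 4.03 to 11.3 FPKM (log2 ratio 1.29, adjusted p = 0.0029 from the p in the authors' deposited table). Nelfb was deleted with Lyz2Cre, and the legend of Fig. 5a names Lyz2Cre mice as WT. For Lyz2, an effect of NELF loss cannot be told apart from a difference in the Cre allele between the genotypes. In the same selection, the 10 largest falls were those of Rplp2-ps1, Nelfb, Uchl1, Stmn1, Rpph1, Guca1a, Atp5e, Fkbp2, Tk1 and Birc5, each with a log2 ratio of -1.44 or lower. Across genes, which are not independent replicates, the log2 ratio rose with the length of the longest annotated protein-coding transcript, or of the longest transcript for genes without one (Spearman's rho 0.452 over 11177 genes), with a median of -0.33 over the 10% of genes with the shortest transcripts and 0.15 over the 10% with the longest. Against WT at 0.5 h as a second reference, a comparison chosen after seeing the data, 97 of the 344 lower genes and 38 of the 138 higher genes also passed the ratio (1.24% of the expressed genes). With a pseudocount of 0.1 there were 249 higher and 528 lower genes (6.86% of the expressed genes), with quantile normalization 209 and 226, and with the trend over length removed, also chosen after seeing the data, 178 were lower and 2.67% of the expressed genes were higher or lower. From the share of genes affected in RNA-seq and PRO-seq, the paper concludes that NELF was largely dispensable for baseline macrophage gene expression. It relates this to the grossly normal phenotype of the Nelfb KO mice. The PRO-seq data were not examined here.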

**Fig. 5:**
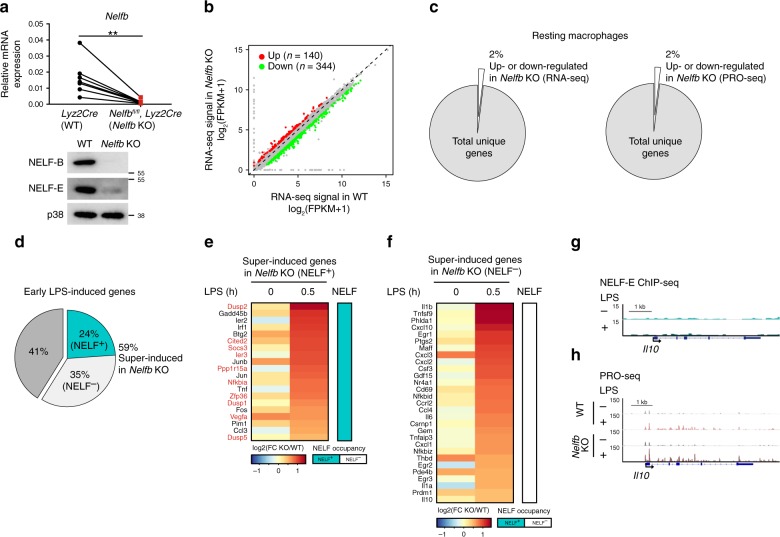
NELF regulates early inducible transcription activation in macrophages. **a** Assessment of *Nelfb* KO efficiency. *Nelfb* mRNA (top) was measured by RT-qPCR in BMDM from multiple *Lyz2Cre* (WT) and *Nelfb*^*fl/fl*^*, Lyz2Cre* (*Nelfb* KO) mice (*n* = 7) (*P* = 0.0066); **P < 0.01 by two-sided paired Student’s *t* test. Wes*t*ern blot (bottom) analysis for NELF-B, NELF-E, and p38 in resting BMDM from WT and *Nelfb* KO mice. **b** Differentially expressed genes in resting macrophages assessed by RNA-seq. *x*- and *y*-axes correspond to normalized RNA-seq counts (FPKM) for total unique genes in WT and *Nelfb* KO BMDM, respectively. Upregulated and downregulated genes are highlighted in red and green, respectively. **c** The per**c**entage of up- or down-regulated genes assessed by RNA-seq (left) and PRO-seq (right) in resting *Nelfb* KO BMDM compared to WT among total unique genes. **d** The percentage of genes super-induced in *Nelfb* KO BMDM among early (0.5 h) LPS-induced genes (*n* = 83). **e**, **f** Heat maps show the RNA-seq expression level (FPKM + 1) fold changes (*Nelfb* KO/WT) of NELF^+^ (**e**) and NELF^−^ (**f**) genes super-induced in *Nelfb* KO in resting and LPS-treated (0.5 h) BMDM. Anti-inflammatory genes in (**e**) are shown in red. **g** NELF-E ChIP-seq tracks are shown for the *Il10* locus in resting (−) and LPS-activated (0.5 h) (+) BMDM. **h** PRO-seq (sense strand) tracks for the *Il10* locus in WT and *Nelfb* KO are shown for resting (−) or LPS-stimulated (0.5 h) (+) BMDM. Source data are provided as a Source Data file.

Next, we examined the role of NELF during macrophage activation by exposing *Nelfb* KO BMDM to LPS. 

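Genes were taken as induced in WT BMDM after 0.5 h of LPS when the p in the authors' deposited table was under 0.05 and the ratio of FPKM + 1 to resting WT was at least 1.4, which 84 genes met (138 with a pseudocount of 0.1). At 0.5 h, 50 of these 84 genes (59.5%) had a p under 0.05 and a ratio of at least 1.4 in Nelfb KO against WT in the authors' deposited table. Chance alone, with lists of these sizes drawn independently, would give 1.25 shared genes. In 100 simulations without any change that shared the WT 0.5 h group, the mean number shared was 0 and so was the highest. WT at 0.5 h is the numerator of the LPS ratio and the denominator of the Nelfb KO ratio. Noise in it moves these ratios in opposite directions, so a simulated number near 0 is built in and lends no weight to the 50 genes. At any p, 66 of the 84 genes had a higher value in Nelfb KO than in WT. Only Mcoln3, named here after its values were seen, was lower by the same thresholds (10.4 FPKM in WT, 4.10 FPKM in Nelfb KO, log2 ratio -1.17). Over the 50 genes, Nelfb KO against WT had a median log2 ratio of 0.89 at 0.5 h and 0.05 at rest. Over the other 34 genes it was -0.04 at 0.5 h and 0.29 at rest. The median log2 response to 0.5 h of LPS over the 50 genes, which were chosen for a higher value in Nelfb KO at 0.5 h, was 1.30 in WT and 2.26 in Nelfb KO. It was 0.56 and 0.22 over the other 34 genes, and 0.81 and 1.44 over all 84. The 34 genes were chosen for a rise over resting WT without a higher value in Nelfb KO. This choice by itself lowers their value in Nelfb KO against that in WT. Set against resting Nelfb KO, a step chosen after seeing the data, WT at 0.5 h passed the ratio of 1.4 for 13 of the 34 and 43 of the 50 genes. Whether the response to LPS differed between the genotypes was not tested, because no values of single libraries were used. Il1b, on chromosome 2 from 129364570 to 129371139, had 3.21 FPKM in resting WT, 20.6 FPKM in WT at 0.5 h and 59.9 FPKM in Nelfb KO at 0.5 h, a log2 ratio to WT of 1.49 (adjusted p = 0.00443 from the p in the authors' deposited table). Dusp2, on the same chromosome from 127336159 to 127338376, rose from 5.42 to 52.9 FPKM in WT and reached 143 FPKM in Nelfb KO (log2 ratio 1.41, adjusted p = 0.00443 from the p in the authors' deposited table). For Egr1 the values were 2.41, 79.6 and 179 FPKM (log2 ratio 1.16, adjusted p = 0.00443 from the p in the authors' deposited table), and for Tnf 34.5, 302 and 553 FPKM (log2 ratio 0.87, adjusted p = 0.0075 from the p in the authors' deposited table). Of the 50 genes, 33 passed an adjusted p of 0.05 in both comparisons. The share of induced genes also higher in Nelfb KO depended on the setting. It was 39.9% with a pseudocount of 0.1, 49% with quantile normalization and 53.2% with median scaling. With resting Nelfb KO as a second reference, chosen after seeing the data, it was 76.8%. Among genes inducible at 1 h, 76 of 439 (17.3%) were higher in Nelfb KO at 0.5 h by the same thresholds and 3 were lower. A list of immediate early genes outside AP-1 was fixed before the data were examined, with the paper's genes known. It holds genes labelled in Fig. 5e and 5f, such as Btg2 and Egr1, so its counts are not independent evidence. Of its 20 kept genes, 10 were higher in Nelfb KO at 0.5 h and none was lower (12 higher when adjusted over the list alone). The unadjusted p-values of the authors' deposited table also gave 0 lower and 13 higher. Their median log2 ratio was 0.63. At rest 2 of the 20 were higher, and neither passed with no filter on FPKM. The unadjusted p-values of the authors' deposited table gave 3 higher and 2 lower at rest.

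**Figure D1:**
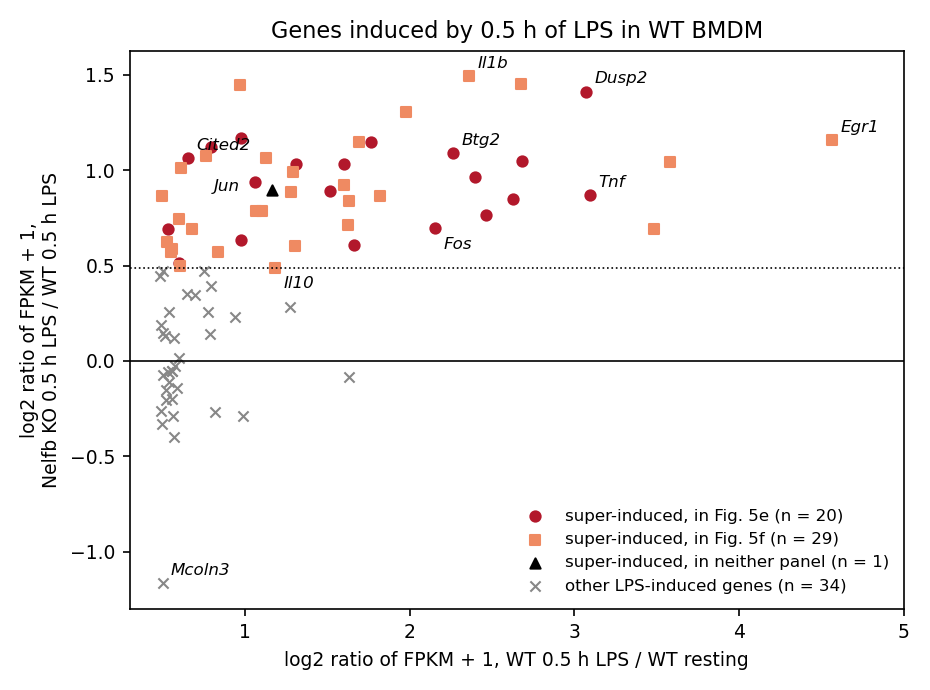
The 84 genes induced by 0.5 h of LPS in WT BMDM, each as 1 point, with the log2 ratio of FPKM + 1 in WT at 0.5 h to resting WT on the x axis and in Nelfb KO to WT at 0.5 h on the y axis; the dotted line marks a ratio of 1.4. The 50 super-induced genes lie between 0.49 and 1.49 on the y axis, and the other 34 between -1.17 and 0.47.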

Strikingly, 49 of 83 genes induced by 0.5 h of LPS stimulation (59%) were superinduced in *Nelfb* KO compared to WT controls pointing at a profound role of NELF in early inducible transcription (Fig. 5d). Interestingly, among 161 genes whose expression was suppressed by LPS, NELF-E ChIP-seq revealed similar LPS-induced NELF dismissal from group 1 and 2 genes (Supplementary Fig. 5d) as seen for LPS-induced genes. However, NELF deficiency did not profoundly alter expression levels of LPS-downregulated genes (Supplementary Fig. 5e). 

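Suppression in WT at 0.5 h, with a p under 0.05 and a ratio of FPKM + 1 of at most 0.6 in the authors' deposited table, was found for 175 genes. Uchl1, named after its values were seen, was the 1 gene of these that was also lower in Nelfb KO than in WT at 0.5 h by the same thresholds, with 17.9 FPKM in WT and 9.45 FPKM in Nelfb KO (log2 ratio -0.86, adjusted p = 0.00443 from the p in the authors' deposited table). Lists of these sizes drawn independently would share 1.73 genes, and 100 simulations without change that shared the WT 0.5 h group gave 0.02 on average and 1 at most. Noise in WT at 0.5 h moves these ratios in opposite directions, so a simulated number near 0 is built in. Another 4 genes, 1810044D09Rik, Anapc13, Hist1h2ai and Trappc6a, also named after their values were seen, were higher in Nelfb KO. The median log2 ratio of Nelfb KO against WT at 0.5 h over the 175 genes was 0.12, with 133 genes above 0. The same genes had a median log2 ratio of -0.84 in WT at 0.5 h against rest and of 0.04 in Nelfb KO at 0.5 h against resting Nelfb KO. In resting Nelfb KO against resting WT their median log2 ratio was -0.78. Of the 175 genes, 104 (59.4%) were lower in resting Nelfb KO by the thresholds above. Resting WT is the denominator of both comparisons, so noise or bias in it moves both ratios the same way. In 100 simulations without change that shared this group, at most 6 genes overlapped, but the simulations held no bias. For the 104 genes an effect of LPS cannot be told apart from a difference of the resting WT libraries. The median transcript length of the 175 genes was 952 nt, against 2989 nt for the kept genes with a length. Across genes, which are not independent replicates, Spearman's rho between the log2 ratio and transcript length was 0.617 for WT at 0.5 h against rest and 0.501 for WT at 1 h against rest. It was -0.188 for Nelfb KO against WT at 0.5 h. The median log2 ratio of WT at 0.5 h against rest went from -0.35 over the 10% of genes with the shortest transcripts to 0.21 over the 10% with the longest. With the trend over transcript length removed, a step chosen after seeing the data, 42 genes were suppressed, and 29 of these were lower in resting Nelfb KO. With quantile normalization it was 95 and 40. With resting Nelfb KO as a second reference, also chosen after seeing the data, 1 gene was suppressed. Genes lower in both comparisons of the 0.5 h time point numbered 3 with a pseudocount of 0.1 and 0 in each of these other settings.

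**Figure D2:**
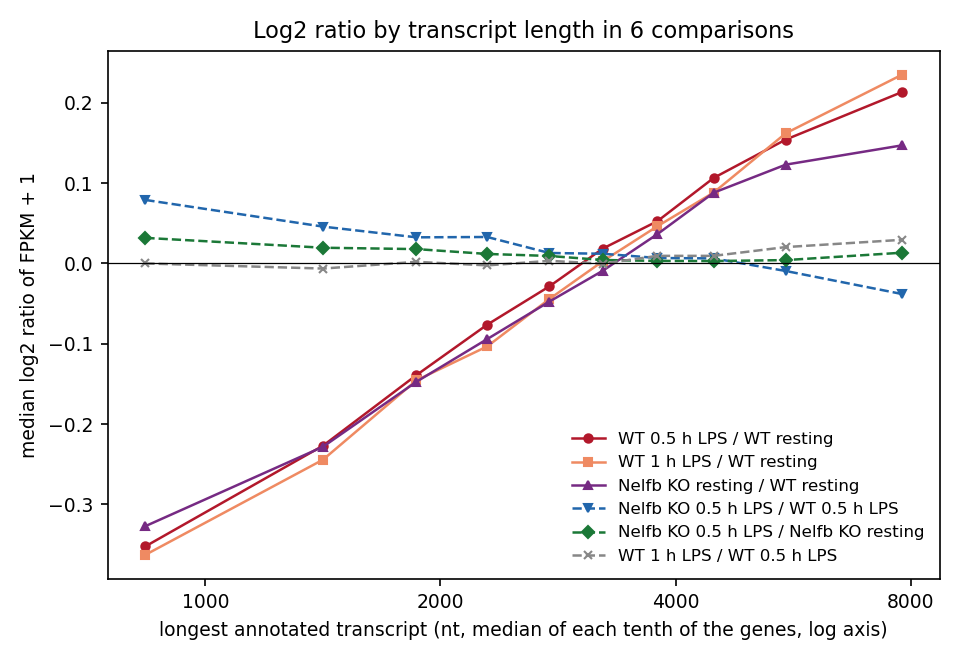
The median log2 ratio of FPKM + 1 (y axis) in 10 equal groups of 11177 genes ordered by transcript length (x axis, nt, log axis), with a line for each of 6 comparisons. The comparisons with resting WT as the denominator, drawn as solid lines, rise from medians between -0.36 and -0.33 in the group with the shortest transcripts to medians between 0.15 and 0.23 in the group with the longest.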

Intriguingly, among genes superinduced by LPS in *Nelfb* KO, NELF^+^ and NELF^−^ genes were almost evenly represented (Fig. 5d–f), suggesting both direct and indirect mechanisms for their regulation. 

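All 20 genes labelled in Fig. 5e and all 29 genes labelled in Fig. 5f were super-induced by the study thresholds in the authors' deposited table, and the remaining super-induced gene, Ifnb1, is in neither panel. Ifnb1 was named after its values were seen; it had 1.44 FPKM in WT and 3.54 FPKM in Nelfb KO at 0.5 h. The genes of both panels were chosen by the study on these libraries, so that their counts are not independent evidence. At an adjusted p under 0.05 over the kept genes, 16 of the 20 NELF+ genes and 20 of the 29 NELF− genes were higher in Nelfb KO at 0.5 h. When adjusted over the list alone, all of them passed in both lists. This was fixed in advance, because every gene was chosen at a p under 0.05. The median log2 ratio of Nelfb KO against WT at 0.5 h was 0.95 for the NELF+ genes and 0.87 for the NELF− genes. At rest it was 0.22 and 0.03. The response of WT BMDM to 0.5 h of LPS had a median log2 ratio of 1.63 for the NELF+ genes and 1.18 for the NELF− genes, and after 1 h of 2.78 and 4.33. Whether the panels differed was not tested. Il10, a NELF− gene on chromosome 1 from 131019845 to 131024974, had 21.3 FPKM in WT and 30.4 FPKM in Nelfb KO at 0.5 h, a log2 ratio of 0.49 (adjusted p = 0.678 from the p in the authors' deposited table). In the authors' deposited table its ratio was 1.40, with a p of 0.0401 and a q of 0.36. From the similar numbers of NELF+ and NELF− genes, the paper proposes that NELF regulates them through both direct and indirect mechanisms.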

Among paused NELF^+^ LPS-super-induced genes, we noted a striking overrepresentation of inflammation inhibitors (highlighted in red in Fig. 5e). For example, Cbp/p300-interacting transactivator (Cited) 2 blocks NF-κB interaction with histone acetyltransferase p300^34^. 

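Of the 10 genes marked as anti-inflammatory in Fig. 5e, 9 were higher in Nelfb KO at 0.5 h at an adjusted p under 0.05. All 10 were when adjusted over the list alone, which was fixed in advance. The study chose the list on these libraries at a p under 0.05. The median log2 ratio of the 10 genes was 0.93 in Nelfb KO against WT and 2.00 in WT at 0.5 h against rest. Cited2, on chromosome 10 from 17723218 to 17725674, had 24.1 FPKM in resting WT, 38.5 FPKM in WT at 0.5 h and 81.5 FPKM in Nelfb KO at 0.5 h (log2 ratio to WT 1.06, adjusted p = 0.00443 from the p in the authors' deposited table). Socs3 had 78.5 FPKM in WT and 163 FPKM in Nelfb KO at 0.5 h (log2 ratio 1.05, adjusted p = 0.00443 from the p in the authors' deposited table). A list of 24 inhibitors of inflammatory signaling was fixed before the data were examined, with the paper's genes known. Of these, 8 were higher in Nelfb KO at 0.5 h and none was lower (10 higher when adjusted over the list alone). By the unadjusted p-values of Cuffdiff in the authors' deposited table 12 were higher and 0 lower, and their median log2 ratio was 0.41. At rest none of the 24 passed in either direction, and the unadjusted p-values of Cuffdiff in the authors' deposited table gave 2 higher and 0 lower. Of the 24 inhibitors, 6 are in the panel of NELF+ genes, and all 6 are among those the paper marks as anti-inflammatory there. Another 4, Il10, Nfkbid, Nfkbiz and Tnfaip3, are in the panel of NELF− genes. The share was 6 of 20 genes (30%) against 4 of 29 (13.8%; Fisher's exact test, two-sided p = 0.279). With the MAPK phosphatases of the Dusp family added, which gave 3 genes in the panel of NELF+ genes and 0 in the other (Fisher's exact test, two-sided p = 0.0619), it was 9 of 20 (45%) against 4 of 29 (Fisher's exact test, two-sided p = 0.0222). Adjusted over these 3 comparisons, which were chosen after seeing the data, the p-values were 0.279, 0.0928 and 0.0667 (Fisher's exact test). All 9 genes are among those the paper marks, and the lists were written with the paper's genes known, so these tests are not independent evidence of a difference between the panels.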

We confirmed upregulated steady state mRNA as well as de novo transcripts of a representative NELF^+^ anti-inflammatory gene *Cited2* in *Nelfb* KO by qPCR and PRO-seq, respectively (Supplementary Fig. 5f, g). Conversely, the *Il10* gene encoding a broad-spectrum anti-inflammatory cytokine was devoid of NELF binding yet, markedly transcriptionally super-induced by LPS in NELF-deficient BMDM (Fig. 5g, h), consistent with secondary effects of NELF on *Il10*, thus underscoring a multifaceted nature of the inhibitory impact of NELF on inflammatory transcriptome of macrophages.

### NELF controls an AP-1-dependent circuit to target IL-10

Given the importance of IL-10 in immune regulation, we focused on the *Il10* gene as a model for understanding the indirect effects of NELF on macrophage transcriptome. First, we confirmed the RNA-seq and PRO-seq results by RT-qPCR in *Nelfb* KO BMDM, which showed heightened *Il10* transcript induction peaking by 1 h of LPS exposure (Fig. 6a, Supplementary Fig. 6a). Second, gene expression data was corroborated by ELISA that revealed overproduction of IL-10 protein in *Nelfb* KO BMDM (Fig. 6b). Given that *Il10* is a NELF^-^ gene, we hypothesized that NELF inhibited IL-10 production by targeting factor(s) that promoted *Il10* expression. 

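Among the AP-1 subunit genes, Fos lies on chromosome 12 from 85473890 to 85477273. It had 35.3 FPKM in resting WT and 160 FPKM in WT at 0.5 h, and 44.8 FPKM and 261 FPKM in Nelfb KO. At 0.5 h this was a log2 ratio of Nelfb KO to WT of 0.70 (adjusted p = 0.0531 from the p in the authors' deposited table). In the authors' deposited table the p of Fos was 0.00115 and its q 0.0275. Jun, on chromosome 4 from 95049034 to 95052222, had 19.6 FPKM in resting WT and 42.0 FPKM in WT at 0.5 h, and 23.0 FPKM and 81.4 FPKM in Nelfb KO. The log2 ratio of Nelfb KO to WT at 0.5 h was 0.94 (adjusted p = 0.00443 from the p in the authors' deposited table). Junb had 173 FPKM in WT and 354 FPKM in Nelfb KO at 0.5 h (log2 ratio 1.03, adjusted p = 0.00443 from the p in the authors' deposited table), and Jund had 22.4 FPKM and 38.2 FPKM (log2 ratio 0.74, adjusted p = 0.0284 from the p in the authors' deposited table). At rest, Fosl2 was higher in Nelfb KO, with 8.73 FPKM in WT and 15.8 FPKM in Nelfb KO (log2 ratio 0.79, adjusted p = 0.0029 from the p in the authors' deposited table). Junb was also higher at rest (log2 ratio 0.68, adjusted p = 0.0225 from the p in the authors' deposited table), while Fos and Jun had log2 ratios of 0.34 and 0.22 (adjusted p = 0.407 and 0.642 from the p in the authors' deposited table). A list of 11 AP-1 subunit genes was fixed before the data were examined, with the paper's genes known, and 9 of them were kept. It includes Fos, Jun and Junb, which are labelled in Fig. 5e, so its counts are not independent evidence. Of the 9 genes, 3 were higher in Nelfb KO at 0.5 h (5 when adjusted over the list alone), and 7 had a log2 ratio above 0. None was lower, nor by the unadjusted p-values of Cuffdiff in the authors' deposited table, which gave 5 higher and 0 lower. Their median log2 ratio at 0.5 h was 0.47. At rest 2 of the 9 were higher (3 when adjusted over the list alone), with a median log2 ratio of 0.22 (0.08 with no filter on FPKM). None was lower at rest, and by the unadjusted p-values of Cuffdiff in the authors' deposited table 3 were higher and 0 lower.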

Among NELF-repressed genes (Fig. 5e), *Jun* and *Fos* encoding the subunits of the heterodimeric AP-1 transcription factor complex, are both direct NELF targets with prominent LPS-sensitive NELF-E occupancy around their TSS regions (Fig. 6c). NELF deletion in BMDM resulted in enhanced de novo transcription of *Jun* and *Fos* genes as shown by PRO-seq (Fig. 6d). Consistently, Fos and Jun were upregulated in *Nelfb* KO BMDM at the mRNA and protein levels (Fig. 6e, f, Supplementary Fig. 6b), strongly implicating NELF as a negative regulator of AP-1.

**Fig. 6:**
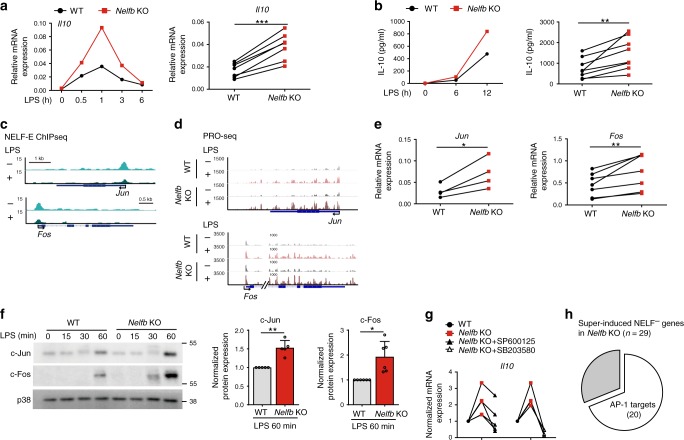
NELF controls IL-10 expression by constraining the transcription of AP-1. **a** RT-qPCR analysis of *Il10* mRNA in WT and *Nelfb* KO BMDM stimulated with LPS for indicated time. Representative (left) and cumulative (LPS 0.5 h, *n* = 7, *P* = 0.0002) (right) data are shown. **b** IL-10 protein ELISA in WT and *Nelfb* KO BMDM stimulated with LPS for indicated time. Representative (left) and cumulative (LPS 6 h, n = 8, *P* = 0.0066) (right) data are shown. **c** NELF-E ChIP-seq tracks *Jun* and *Fos* in resting (−) and LPS-activated (+) (0.5 h) BMDM. **d** PRO-seq (sense strand) tracks for *Jun* and *Fos* in WT and *Nelfb* KO BMDM cultured with (+) or without (−) LPS for 0.5 h. **e** Cumulative RT-qPCR data showing expression level of *Jun* (*n* = 4, *P* = 0.0301) and *Fos* (*n* = 6, *P* = 0.0039) in WT and *Nelfb* KO BMDM treated with LPS for 0.5 h. **f** Immunoblot analysis of c-Fos, c-Jun, and p38 in whole cell lysates of WT and *Nelfb* KO BMDM treated with LPS for indicated time (left: a representative result of five replicates). For each replicate, c-Fos and c-Jun bands were quantified by densitometry at 60 min time point, normalized to internal control (p38) and expressed relative to WT ( = 1) (c-Jun *P* = 0.0041; c-Fos *P* = 0.0144). Mean + SD. **g** WT and *Nelfb* KO BMDM were pretreated with SP600125 (50 µM) or SB203580 (20 µM) for 0.5 h, where indicated, and *Il10* expression following 0.5 h of LPS co-incubation was assessed by RT-qPCR (*n* = 5). Relative *Il10* expression was normalized to the levels in WT cells that were set as 1. **h** Out of 29, 20 NELF^−^ genes super-induced in *Nelfb* KO are potential (*P* < 0.001) AP-1 targets. *P < 0.05, **P < 0.01, ***P < 0.001, N.S. *P* > 0.05 by two-sided paired Student’s *t* test. *n* represents biologically independent experiments. Source data are provided as a Source Data file.

AP-1 is an essential transcription factor for driving expression of a plethora of immune mediators including IL-10^35^, making it plausible that NELF controls IL-10 expression by inhibiting transcription of AP-1. Indeed, pharmacological inhibition of AP-1 upstream signaling modules JNK and p38 MAPKs by SP600125 and SB203580, respectively, abrogated hyper-induction of *Il10* in *Nelfb* KO (Fig. 6g). Conversely, NELF deficiency did not alter TLR-induced activation of canonical NF-κB and MAPK signaling events (Supplementary Fig. 6c). To assess whether attenuation of AP-1 transcription by NELF was potentially affecting other NELF^−^ genes undergoing super-induction by LPS in *Nelfb* KO (Fig. 5f), we analyzed them for consensus transcription factor binding motifs within −1000 bp to +100 bp relative to TSS^36^. Interestingly, 20 of these genes (*n* = 29) were in fact AP-1 targets (Fig. 6h) and LPS increased Fos and Jun occupancy at *Il1b*, *Il10*, and *Tnfaip3* gene promoters (Supplementary Fig. 6d, e), consistent with the notion that NELF regulated a subset of activated macrophage transcriptome by controlling AP-1. Among such indirect targets of NELF downstream of AP-1 were a number of genes encoding both anti- and pro-inflammatory mediators including *Tnfaip3* and *Il1b* (Supplementary Fig. 6f). Taken together, NELF controlled expression of key immune regulators such as IL-10 by targeting an AP-1-dependent transcriptional circuit.

### NELF positively regulates macrophage-mediated inflammation

As our results implied that NELF controlled the expression of important immune mediators including IL-10, we sought to assess the general contribution of NELF to inflammatory cytokine production by macrophages in vitro and in vivo. Corroborating a positive role of NELF in inflammation, its deficiency attenuated the production of IL-6, TNF, and IL-12p40 in response to LPS in cultured BMDM (Fig. 7a). Moreover, blocking the biological activities of IL-10 in *Nelfb* KO BMDM with anti-IL-10R antibody completely rescued IL-6 production (Fig. 7b) suggesting that reduced cytokine expression in *Nelfb* KO BMDM is at least in part due to augmented levels of IL-10.

**Fig. 7:**
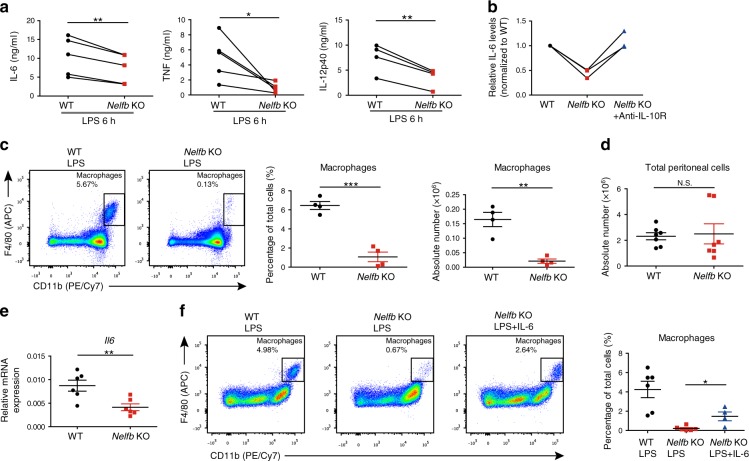
NELF potentiates inflammatory responses secondary to constraining the production of IL-10. **a** ELISA for IL-6 (*n* = 5, *P* = 0.0051), TNF (*n* = 5, *P* = 0.0402) and IL-12p40 (*n* = 4, *P* = 0.0061) protein levels in WT and *Nelfb* KO BMDM stimulated with LPS for 6 h. *P < 0.05, **P < 0.01 by two-sided paired Student’s *t* test. **b** WT and *Nelfb* KO BMDM pretreated with 2 μg/ml of anti-IL10R for 0.5 h, where indicated, were activated with LPS for 6 h. IL-6 levels in culture supernatants were measured by ELISA and shown as relative values normalized to levels in WT cells that were set as 1 in each independent experiment (*n* = 3). **c** FACS analysis of the macrophage population (CD45^+^CD11b^+^F4/80^+^) in peritoneal exudates of WT and *Nelfb* KO mice 9 h after intraperitoneal injection of LPS (100 ng/mouse). Representative FACS distribution (left) and cumulative (*n* = 4) percentage (middle, *P* = 0.0002) as well as absolute numbers (right, *P* = 0.0014) are shown. **d** Cumulative data showing total peritoneal cell numbers from WT and *Nelfb* KO mice 9 h after LPS injection (*n* = 7, *P* = 0.8232). **e** RT-qPCR analysis of *Il6* in peritoneal cells of WT and *Nelfb* KO mice 9 h after intraperitoneal injection of LPS (*n* = 6, *P* = 0.0074). **P < 0.01 by two-sided paired Student’s *t* test. **f** FACS analysis of macrophage population (CD45^+^CD11b^+^F4/80^+^) in peritoneal exudates of WT and *Nelfb* KO mice 9 h after intraperitoneal injection of LPS or LPS + IL-6 (40 ng/mouse). Representative FACS distribution (left) and percentage of macrophages from independent experiments (*n* = 4–6) (right, WT + LPS/*Nelfb* KO + LPS *P* = 0.0008; *Nelfb* KO + LPS/*Nelfb* KO + LPS + IL-6 *P* = 0.0105) are shown. For **c**, **d**, and **f**, *P < 0.05, **P < 0.01, ***P < 0.001, N.S. *P* > 0.05 by two-sided unpaired Student’s *t* test. *n* represents biologically independent animals. Error bars indicate SEM. Source data are provided as a Source Data file.

To investigate the physiological role of NELF in controlling inflammatory cytokine balance in vivo, we employed the acute sterile peritonitis model in which recruitment of inflammatory macrophages is driven by IL-6^37^. By examining peritoneal cell populations in this model (Supplementary Fig. 7a), we found that NELF deficiency in the myeloid lineage dramatically compromised infiltration of F4/80^+^CD11b^+^ macrophages into the peritoneal cavity (Fig. 7c) without affecting total number of peritoneal cells or the fraction of other peritoneal myeloid cell populations such as monocytes and neutrophils (Fig. 7d, Supplementary Fig. 7b, c). Moreover, peritoneal cells in *Nelfb* KO mice contained less *Il6* mRNA compared to WT controls (Fig. 7e), suggesting that reduced IL-6 production in this model might be responsible for compromised macrophage mobilization in *Nelfb* KO mice. To test this possibility, *Nelfb* KO mice were administrated exogenous IL-6, which partially rescued the impaired macrophage recruitment phenotype (Fig. 7f). Collectively, these results demonstrate how by facilitating IL-6 production during inflammatory challenge, NELF serves as a positive regulator of macrophage-driven inflammation in vivo.

## Discussion

Despite overwhelming evidence for the post-initiation checkpoint in the regulation of transcription in *Drosophila* and mammalian cells, relatively little is known about the role of pause-release mechanisms in the immune system. Here, we show that over 60% of inflammatory macrophage transcriptome is regulated primarily through Pol II proximal–promoter pausing and release, pointing at the ubiquity of post-initiation control of macrophage activation, analogous to previously described observations during certain processes such as organism development. Importantly, our data revealed unexpected modes of regulation and function of the NELF complex during macrophage activation that could not be predicted based on the existing knowledge obtained from cells of non-immune lineages. In resting macrophages, NELF is broadly associated with paused Pol II (Supplementary Fig. 7d), and its deletion did not lead to broad transcription derepression or “bursts” in the absence of activation signals resulting in CDK9 recruitment. In response to TLR signaling, the NELF complex is rapidly and globally evicted from chromatin in a stimulus-dependent yet CDK9-independent manner, releasing the “brake” on paused genes. Notably, as NELF dismissal in macrophages occurs at the global level and is not restricted to LPS-inducible genes, we envision that it likely poises genes in a nonspecific manner for subsequent activation, licensing them for subsequent signal-specific action by P-TEFb, DSIF and other regulators. Functionally, NELF promoted macrophage inflammatory gene transcription, in part, by attenuating AP-1-dependent expression of a key anti-inflammatory cytokine IL-10 (Supplementary Fig. 6) and, in part, by directly constraining the expression of NELF^+^ inflammation inhibitors. Thus, NELF behaves as a multi-functional regulator of macrophage transcriptome to modulate the outcomes of macrophage-mediated inflammatory responses.

Interestingly, promoter-proximal pausing was highly correlated with PU.1 occupancy around the TSS regions. PU.1 was previously implicated as a pioneer factor at macrophage-specific enhancers that helps establish and maintain open chromatin environment^29,38,39^. Indeed, PU.1 is essential for macrophage lineage specification and for the expression of a wide array of both constitutively expressed and inducible genes^23,40,41^. Previous global analysis of PU.1 distribution by ChIP-seq demonstrated that approximately 80% of DNA-associated PU.1 is enriched at distal regulatory elements with the remaining 20% occupying TSS regions^29^ yet, functions of TSS-associated PU.1 remain poorly understood. We propose that PU.1 may aide in retaining paused Pol II near promoters yet detailed mechanisms underlying PU.1’s action in this context await future investigation. ETS family members have been shown to function in the vicinity of core promoter elements helping to recruit basal transcriptional machinery^42^, hence, it is plausible that PU.1 directly or indirectly interacts with PIC components to maintain the paused status of Pol II.

In recent years, components of basal machinery involved in Pol II pausing and early elongation have been studied extensively using in vitro biochemical approaches, in invertebrates such as fission yeast and in *Drosophila*^13^. In higher organisms including mammals, the immune system demands both rapid and exquisitely accurate transcriptional responses to internal and environmental triggers, which makes it ideal for investigating the mechanism underlying transcriptional control^43,44^. Indeed, it is well-appreciated that rapid activation of macrophage transcriptome upon infectious challenges is essential for eliciting adequate innate immunity, however, how much of it occurs during early elongation checkpoint remains unclear. What dictates stable Pol II pausing in macrophages? What are the behaviors and functions of key pausing factors during macrophage activation and how they compare to their canonical functions derived from biochemical studies? For example, in vitro, co-incubation of NELF and CDK9 abolishes NELF binding to pausing complex^32^ implicating CDK9-mediated phosphorylation in NELF release. Whether this model uniformly applies to different cellular contexts is unclear, and there has been a precedent of CDK9-independent regulation of NELF^45,46^. Our data on NELF dismissal during acute macrophage activation call into question the role of CDK9 in this process. Indeed, both pharmacological and genetic CDK9 loss-of-function experiments point to CDK9-independent LPS-induced NELF release. Nevertheless, paralysis of TLR4 signaling via MyD88 and IKKs effectively abolished inducible NELF dissociation, linking canonical TLR signaling to pause-release. Thus, our study in macrophages illustrates that the mechanisms of post-initiation transcriptional control in different cell types might be tailored to specific signaling wiring and functional needs of a given cell.

We have previously shown that post-initiation steps of the transcription cycles including pause-release and productive elongation are targeted by the well-known inhibitors of macrophage-driven inflammation such as GR^9,21,26^—a finding with clear therapeutic implications. However, the coherent picture of the regulatory principles underlying transcription elongation in macrophages has been lacking and, consequently, the specific impact of NELF on an acute inflammatory response is debated. A critical role in pausing implies that NELF represses “leaky” Pol II read-through; hence, NELF^+^ genes in a NELF KO would lose this checkpoint and display higher basal expression or augmented transcriptional response to an inducer. An equally plausible scenario, however, is that NELF “concentrates” transcriptionally active initiated Pol II to elicit a rapid and potent response to a stimulus; if so, loss of NELF may attenuate gene induction. Here, our comprehensive genomic and genetic analyses of NELF actions in macrophages revealed that the complex functional footprint of NELF in inflammation derives not only from its biochemical activities, but from the diversity of its targets. Indeed, NELF affects genes on each side of the inflammatory spectrum and, critically, transcription factors such as AP-1, that further propagate both pro- and anti-inflammatory networks. We report that the ultimate pro-inflammatory function of NELF is a compound of its direct inhibitory effects on NELF^+^ anti-inflammatory mediators as well as indirect “brakes” on the production of the AP-1 target, a broad-spectrum immuno-modulatory cytokine IL-10. These mechanistically and temporally distinct constraints on inflammation inhibitors override those that NELF imposes on paused pro-inflammatory genes. Consequently, NELF deficiency over the course of inflammatory stimulus leads to an accumulation of IL-10 that remodels the inflammatory transcriptome broadly dampening inflammatory gene expression in cultured macrophages and yielding a hypo-inflammatory phenotype in vivo. Interestingly, similarly dominant effects of IL-10 in genetic systems when both pro- and anti-inflammatory arms are affected have been documented for *Fos* deficiency^47^. Basal transcription factors and chromatin regulators are increasingly viewed as therapeutic targets in a wide range of diseases ranging from autoimmunity to cancer. Identification of NELF as a key permissive factor in inflammation needs to be considered when evaluating pause-release machinery in future drug design efforts.

## Methods

### Mice

The laboratory animal facility has been accredited by AAALAC (Association for Assessment and Accreditation of Laboratory Animal Care International) and the IACUC (Institutional Animal Care and Use Committee) of Tsinghua University approved all animal protocols used in this study. All mice were housed in isolated ventilated cages (maxima six mice per cage) barrier facility at Tsinghua University. The mice were maintained on a 12/12-h light/dark cycle, 22–26 °C, 40–70% humidity with sterile pellet food and water ad libitum. *Nelfb*^*fl/fl*^ mice were generated^48^. Mice with myeloid-specific deletion of *Nelfb* (*Nelfb*^*fl/fl*^, *Lyz2Cre*) were generated by crossing *Nelfb*^*fl/fl*^ mice to *Lyz2Cre* mice. *Myd88*^*−/−*^ mice were purchased from the Jackson Laboratory. Age and gender matched mice were used for experiments.

### Cell culture and reagents

Murine BMDM were obtained^49^ and maintained in DMEM supplemented with 10% fetal bovine serum (FBS) and 10% L929 cell supernatant as conditioned medium providing macrophage colony stimulating factor. Cell culture grade LPS (*Escherichia coli* 0111:B4) and Pam3CSK4 were purchased from InvivoGen and used at a concentration of 10 ng/ml. SP600125 and SB203580 were purchased from Selleck, Bay 11-7082 was obtained from Sigma-Aldrich and flavopiridol was purchased from Santa Curz Biotechnology. All inhibitors were added 0.5 h prior to LPS addition and were present throughout LPS exposure.

### Chromatin immunoprecipitation (ChIP) assay and ChIP-seq

For Pol II, NELF-E, CDK9, Fos, Jun, PU.1 ChIP assays, cells were used as indicated and left untreated or stimulated with LPS (10 ng/ml) as indicated in Figure legends. 10–25 × 10^6^ cells per condition were fixed in 1% methanol-free formaldehyde (Thermo Scientific) for 5 min at room temperature followed by quenching with 125 mM glycine for another 5 min. Nuclear extracts were prepared^50^ and chromatin DNA was sonicated to an average size of 300 bp using a Bioruptor (Diagenode). For immunoprecipitations, antibodies against Pol II (sc-9001×, Santa Cruz), NELF-E (F9 sc-377052, Santa Cruz, or 10705-1-AP, Proteintech^TM^), CDK9 (H-169 sc-8338, Santa Cruz), PU.1(T-21 sc-352, Santa Cruz), c-Fos(9F6 2250, Cell Signaling Technology), and c-Jun(60A8 9165, Cell Signaling Technology) were used. After purification, immunoprecipitated DNA was analyzed by RT-qPCR (primer sequences are listed in Supplementary Data 1) and relative occupancies were normalized to input DNA. For Pol II and CDK9 ChIP-seq, 10 ng of DNA was ligated to adapters and 100–300 bp DNA fragments were purified to prepare libraries at Weill Cornell Epigenomics Core. For NELF-E ChIP-seq, libraries were prepared using the NEBNext Ultra II Library Prep Kit for Illumina (NEB), size selected (150–250 bp) and PCR-amplified for 15 cycles. The libraries were sequenced at the Weill Cornell Epigenomics Core using HiSeq2500.

### RNA-seq

BMDM RNA was isolated using Qiagen RNA-easy kit. Total RNA was polyA enriched and Illumina-compatible sequencing libraries were prepared with TruSeq mRNA-Seq sample preparation kit (Illumina). Quality control of RNA and libraries was performed with the BioAnalyzer 2100. Pair-end sequencing was performed at the Weill Cornell Epigenomics Core using HiSeq2500.

### PRO-seq

PRO-seq experiments were performed to detect de novo transcripts^51^. BMDM from WT and *Nelfb* KO mice were treated with or without LPS for 0.5 h, then BMDM nuclei (40–50 × 10^6^ cells per condition) were isolated by swelling cells for 5 min in ice-cold douncing buffer (10 mM Tris-HCl pH 7.4, 300 mM sucrose, 3 mM CaCl_2_, 2 mM MgCl_2_, 0.1% TritonX-100, 0.5 mM DTT, 1 × PIC, 4 units/ml RNase inhibitor) on ice, then gently homogenized and pelleted. The nuclei were washed twice in ice-cold douncing buffer and resuspended in storage buffer (10 mM Tris-HCl pH 8.0, 25% glycerol, 5 mM MgCl_2_, 0.1 mM EDTA, 5 mM DTT) at the density of 1 × 10^7^/100 μl, and stored at −80 °C. Nuclear run-on experiments were carried out with 2-biotin labeled NTP. Briefly, preheat 2× nuclear run-on buffer (10 mM Tris-HCl pH 8.0, 5 mM MgCl_2_, 1 mM DTT, 300 mM KCl, 1% Sarkosyl, 2 mM biotin-11-C/UTP, 20 mM A/GTP, 0.8 units/µl RNase inhibitor) to 37 °C. Next, 10 × 10^6^ nuclei in 100 μl of storage buffer were mixed with 100 μl of 2× nuclear run-on buffer and incubated at 37 °C for 3 min. Reaction was terminated by TRIzol addition, and RNA was isolated and fragmented by base-hydrolysis with 0.2 N NaOH on ice to an average size of 40–100 nt. Nascent RNA was isolated with magnetic streptavidin-coated beads (Invitrogen, 112.06D). The 5′ ends of RNA products were repaired by incubating with RppH (NEB, M0356S) and PNK (NEB, M0201), followed by another round of biotin-streptavidin affinity purification. RNA was prepared for constructing library with NEBNext Multiplex Small RNA Library Prep Set for Illumina (NEB, E7300). Briefly, RNA was ligated to 3′ DNA adapter by incubating for 18 h at 16 °C, hybridized with the reverse transcription primer, and ligated to 5′ RNA adapter by incubating at 25°Cfor 2 h then at 16 °C for 18 h. RNA was reverse transcribed and PCR-amplified (15 cycles). Quality control of RNA and libraries was performed with the BioAnalyzer 2100. Pair-end sequencing was performed with Hiseq X-ten.

### Immunoblotting

Whole-cell lysates were prepared by direct lysis in sodium dodecyl sulfate (SDS) loading buffer. For immunoblotting analysis, lysates were separated by 10% SDS polyacrylamide gel electrophoresis and transferred to a polyvinylidene fluoride membrane (Millipore) for probing with specific antibodies. Antibodies against p38 (sc-535), PU.1 (sc-352) were purchased from Santa Cruz Biotechnology. Antibody against NELF-E (10705-1-AP) was from Proteintech^TM^. Antibody against NELF-B (ab167401) was from Abcam. All the other antibodies were obtained from Cell Signaling Technology. Relative density of blotting bands was quantified using Image J (v1.52a).

### Preparation of chromatin-associated fraction

Chromatin-associated fraction was prepared using stepwise fractionation protocol^31^. Briefly, cells were rinsed twice with ice-cold PBS, scraped into microcentrifuge tubes, and pelleted at 1500×*g*, 4 °C for 5 min. Cells were resuspended in 5× packed cell volume (PCV) of ice-cold buffer A (10 mM HEPES pH 7.9, 1.5 mM MgCl_2_, 10 mM KCl, 1 mM DTT, 0.5 mM PMSF, 1× protease inhibitor cocktail) for 1 min and centrifuged at 250×*g*, 4 °C for 2 min. The cell pellets were resuspended in equal volume of Buffer A (with 0.5% NP-40) for 1 min to break down the cell membrane and nuclei pelleted at 2500×*g*, 4 °C for 2 min. The nuclei were extracted twice by incubating with 1× PCV of low-salt buffer (10 mM HEPES pH 7.9, 1.5 mM MgCl_2_, 75 mM KCl, 0.5% NP-40, 1 mM DTT, 0.5 mM PMSF, 1× protease inhibitor cocktail) on ice for 10 min followed by centrifugation at 5000×*g*, 4 °C for 2 min. The low-salt extracted nuclei (containing chromatin-associated factors) were boiled with 5.6× PCV of 1× SDS-loading buffer to generate chromatin-associated fraction for immunoblotting. Antibodies for NELF-B (Abcam, ab167401), NELF-E (Proteintech, 10705-1-AP), Pol II S2P (Abcam, ab5095), NF-κB p65 (C22B4, Cell Signaling Technology, 4764) were used to detect chromatin-associated proteins. Actin levels as detected by an anti-actin antibody (ABclonal, AC026) served as loading control.

### Reverse transcription and qPCR

RNA was extracted from whole cell lysates with a Total RNA Purification Kit (GeneMark) and reverse-transcribed to cDNA with Moloney Murine Leukemia Virus Reverse Transcriptase. qPCR was performed in triplicate with an ABI StepOnePlus thermal cycler. Threshold cycle numbers were normalized to triplicate samples amplified with primers specific for glyceraldehyde-3-phophate dehydrogenase (*Gapdh*). Primer sequences are listed in the Supplementary Data 1.

### Enzyme-linked immunosorbent assay (ELISA)

Secreted cytokines were measured after LPS treatment by ELISA. IL-10, IL-6, TNF and IL-12 (p40) were quantified by using the Mouse IL-10 ELISA MAX^TM^ Deluxe Set (BioLegend, 431414), Mouse IL-6 ELISA Set (BD, 555240), Mouse TNF (Mono/Mono) ELISA Set (BD, 555268), and Mouse IL-12 (p40) ELISA Set (BD, 555165) according to the manufacturers’ instructions.

### LPS-induced peritonitis and IL-6 administration

Peritonitis was induced by intraperitoneal injection of 100 ng LPS/mouse in 500 μl PBS^52^. Nine hour post-injection, mice were sacrificed by carbon dioxide exposure, and peritoneal cavities were washed with 5 ml PBS. Numbers of total peritoneal cells were counted using a hemocytometer. For IL-6 rescue experiment, in addition to LPS administration, mice were intraperitoneally injected with 40 ng IL-6/mouse in 500 μl PBS. Nine hour post-injection, mice were sacrificed, and peritoneal cells were isolated and analyzed by FACS.

### Isolation of resident peritoneal macrophages

Resident peritoneal macrophages were prepared^53^. Briefly, peritoneal exudate cells were washed out with ice cold PBS. After washing once with PBS, peritoneal cells were resuspended in DMEM supplemented with 10% FBS and 1% P/S. Cells were then allowed to adhere for overnight in petri dishes at 37 °C. Non-adherent cells were removed by gently washing three times with warm PBS. The adherent cells were used as peritoneal macrophages.

### Flow cytometry

After removing red blood cells with Ack lysis buffer, cells were stained with the following fluorescence-conjugated antibodies for 30 min at 4 °C: CD45R-APC/Cy7 (BioLegend, clone, dilution 1:400, Cat 103116), CD11b-PE/Cy7 (BioLegend, clone M1/70, dilution 1:400, Cat 101216), F4/80-APC (eBioscience, clone BM8, dilution 1:400, Cat 17-4801-82), Ly6G-PerCP/Cy5.5 (BD, clone 1A8, dilution 1:400, Cat 560602), Ly6C-PE (BD, clone AL-21, dilution 1:200, Cat 560592), CD11c-PE/Cy7 (eBioscience, clone N418, dilution 1:400, Cat 25-0114-82), and Siglec F-BV421(BD, clone E50-2440, dilution 1:400, Cat 562681). Cells were washed three times and analyzed on FACS Fortessa flow cytometer (BD Biosciences). Further analysis was implemented using Flowjo software (Treestar). Cell populations were defined as follows: macrophages in peritoneal cavities and spleen: CD45^+^CD11b^+^F4/80^+^; macrophages in bronchio-alveolar lavage fluid (BALF): CD45^+^CD11c^+^SiglecF^+^; monocytes: CD45^+^CD11b^+^Ly6C^+^; neutrophils: CD45^+^CD11b^+^Ly6G^+^.

### Sequence data alignment, visualization, and quantification

Pol II ChIP-seq, CDK9 ChIP-seq, NELF-E ChIP-seq and PRO-seq data (the reverse reads from paired-end data) were collected. Adapter sequences were trimmed from the ends of reads by Cutadapt (V1.14), and the reads that failed to pass the quality control (*Q* > 10) were discarded. PU.1 ChIP-seq data set was downloaded from NCBI GEO DataSet under the GEO accessions: GSE38379 (GSM940924). SRA files were converted to fastq files using fastq-dump included in SRA toolkit. ChIP-seq and PRO-seq reads in fastq files were aligned to mouse genome (UCSC mm10) using Bowtie (version 1.1.2)^54^ to generate alignment files of uniquely mapped reads with maximum allowed mismatch of 2 (-m 1 -n 2) for each ChIP-seq data set, and PRO-seq reads aligned with short seed length (-l 10). ChIP-seq reads aligned to genome were extended to 150 bp from their 3′ end for further analysis. ChIP-seq and PRO-seq alignment files were visualized as bedgraph files with normalized reads count (per 10 million reads) at 1 bp resolution, which were generated by using HOMER (v4.7.2)^38^. Bedgraph files were loaded to IGV (Integrative Genomics Viewer, v2.3), and individual gene tracks were obtained as snapshots from IGV.

RNA-seq data were collected and pair-end reads were aligned to mouse genome mm10 using TopHat 2.1.0^55^ with the parameters -i 70 -g 1–no-novel-indels–coverage-search, and only uniquely mapped reads were preserved.

As PRO-seq reads are complementary to in vitro nuclear run-on products, the beginning of PRO-seq reads reflects the actual transcription-active site. Therefore, we shortened PRO-seq reads to 1 bp for quantification, and used the reads aligned to anti-sense strand as the transcription-active signals in sense strand for each gene. To determine ChIP-seq and PRO-seq signals around TSS, we first counted ChIP-seq extended reads (-fragLength 150) and PRO-seq shortened reads (-fragLength 1 -strand -) every 10 bp from TSS to both upstream 1 kb and downstream 2 kb regions for each gene by using annotatePeaks.pl program in HOMER. The output counting matrixes were next used to generate signal heat map around TSS regions by Cluster Treeview 1.1.6. The average signals around TSS regions were calculated as the average reads count per bin (10 bp) per gene.

Upregulated and downregulated genes in PRO-seq were defined as normalized PRO-seq reads (RPKM + 1) fold changes (*Nelfb* KO/WT) ≥ 1.4 for up-regulated genes and fold changes (*Nelfb* KO/WT) ≤ 0.6 for down-regulated genes. Counting PRO-seq reads for each gene was implemented using annotatePeaks.pl program in HOMER.

Peaks of PU.1 ChIP-seq and NELF-E ChIP-seq were called by findPeaks program in HOMER (FDR < 0.001).

### RNA-seq data analysis

For coverage of mapped RNA-seq reads in transcripts, the expression level of each gene transcript was calculated as the average fragments count of three biological replicates, which was subsequently normalized as the fragments per kilobase of transcript per million mapped reads (FPKM). BMDM-expressed genes were defined as genes with FPKM ≥ 1 in resting BMDM. Both expression level (FPKM) and differential gene expression between experimental conditions was identified by using Cuffdiff program in Cufflinks 2.2.1^56^. 

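After 1 h of LPS, 529 of the kept genes were higher and 621 lower in WT BMDM than at rest at an adjusted p under 0.05. By the unadjusted p-values of the authors' deposited table, 1092 were higher and 1492 lower. A ratio of FPKM + 1 of at least 1.5 with a q under 0.05 in the authors' deposited table was met by 439 of the kept genes. At an adjusted p under 0.05, the 10 largest rises were those of Cxcl1, Il1b, Cxcl2, Cxcl10, Tnfsf9, Ifnb1, Egr1, Il6, Il1a and Tnf, with log2 ratios from 5.72 to 7.31. Cxcl1, on chromosome 5 from 90891241 to 90893115, rose from 2.67 to 583 FPKM (log2 ratio 7.31). The 10 largest falls at that limit, with log2 ratios from -2.30 to -1.55, were those of Id1, 2810008D09Rik, Rplp2-ps1, Gadd45g, Txnip, Guca1a, Rhov, Rpph1, Fam212a and Tmem160. Rplp2-ps1, Guca1a and Rpph1 were also among the 10 largest falls in resting Nelfb KO against resting WT, without LPS. For them an effect of LPS cannot be told apart from a difference of the resting WT libraries, the denominator of both comparisons. Id1 fell from 12.3 to 1.68 FPKM. Over the 439 genes the median log2 ratio was 1.12 at 1 h and 0.25 at 0.5 h.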

Genes with *q*-value < 0.05 and (FPKM + 1) fold changes ≥ 1.5 between WT resting and LPS treated (1 h) BMDM were regarded as LPS-inducible (*n* = 449). Upregulated and downregulated genes in *Nelfb* KO BMDM were identified as *p* value < 0.05, (FPKM + 1) fold changes (*Nelfb* KO/WT) ≥ 1.4 for upregulated genes and (FPKM + 1) fold changes (*Nelfb* KO/WT) ≤ 0.6 for downregulated genes. 

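After 0.5 h of LPS, an adjusted p under 0.05 was reached by 50 higher and 145 lower genes in WT BMDM, and a p under 0.05 in the authors' deposited table by 280 higher and 933 lower genes. The number of lower genes was 83 with no filter on FPKM, and 236 with the q of the authors' deposited table, a choice made after seeing the data. Past that adjusted p, the 10 largest rises were those of Egr1, Cxcl2, Cxcl1, Tnf, Dusp2, Socs3, Tnfsf9, Zfp36, Dusp1 and Ppp1r15a, with log2 ratios from 2.40 to 4.56. Cxcl2, on chromosome 5 from 90903871 to 90905938, rose from 9.93 to 130 FPKM (log2 ratio 3.58, adjusted p = 0.00695 from the p in the authors' deposited table). The 10 largest falls past it were those of Rplp2-ps1, Rpph1, Guca1a, Atp5e, Tmem160, Fkbp2, Rpl36, Ndufa2, Ndufb7 and Crip1, with log2 ratios from -2.04 to -1.19. Atp5e fell from 1096 to 368 FPKM, and it was at 392 FPKM in resting Nelfb KO. Rplp2-ps1, Rpph1, Guca1a, Atp5e and Fkbp2 were also among the 10 largest falls in resting Nelfb KO against resting WT, without LPS. Resting WT is the denominator of both comparisons. For these genes an effect of LPS cannot be told apart from a difference of the resting WT libraries.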

LPS-induced (*n* = 83) and LPS-suppressed (*n* = 161) genes at 0.5 h were identified with *p* value < 0.05 and (FPKM + 1) fold change (LPS 0.5 h/0 h) ≥ 1.4 for induced genes and fold change (LPS 0.5 h/0 h) ≤ 0.6 for suppressed genes. “Superinduced” and “more-suppressed” genes in *Nelfb* KO BMDM were defined as LPS-induced or LPS-suppressed (0.5 h) genes in the WT, which were further upregulated or downregulated in *Nelfb* KO BMDM.

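In Nelfb KO against WT at 0.5 h, 59 of the kept genes were higher and 175 lower at an adjusted p under 0.05. The unadjusted p-values of the authors' deposited table gave 257 higher and 467 lower. With the ratio thresholds of 1.4 and 0.6 added, 167 were higher and 111 lower in the authors' deposited table (239 lower with a pseudocount of 0.1). Of the 111 lower genes, 84 were also lower in resting Nelfb KO, and 47 of the 167 higher genes were also higher there. Among the 50 super-induced genes, 6 were higher in resting Nelfb KO. Among genes past an adjusted p of 0.05, the 10 largest rises were those of Hist2h2ac, Hist1h2ai, Il1b, Tnfsf9, Phlda1, Hspa1b, Dusp2, Hspa1a, Cxcl10 and Hist1h1c, with log2 ratios from 1.25 to 1.57. The 10 largest falls among such genes were those of Nelfb, 2810417H13Rik, Ly6a, Mamdc2, Gm5424, Tk1, Mcoln3, Ccnb1, Pbk and Stmn1, with log2 ratios from -1.66 to -1.10. Ly6a, on chromosome 15 from 74994877 to 74998031, had 35.6 FPKM in WT and 13.6 FPKM in Nelfb KO at 0.5 h (log2 ratio -1.32, adjusted p = 0.00443 from the p in the authors' deposited table).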

### PI calculation and gene categorization

Refseq gene annotation for mm10 was obtained from UCSC table browser, and genes from mitochondrial and random chromosomes were filtered out. 24030 total unique genes were defined as the total longest variant for each gene with unique gene symbol. To precisely calculate Pol II PI for genes with sufficient gene body length, we chose unique genes longer than 1 kb for further Pol II distribution pattern analysis in Pol II ChIP-seq replicate 1.

We defined TSS region for each gene as −250 bp to +250 bp relative to TSS, and the gene body was defined as the +250 bp from TSS to TTS (transcription termination site defined by the UCSC annotation, which means cleavage and poly-adenylation site). Using the findPeaks program in HOMER, we set 500 bp window to search Pol II enriched region in Pol II ChIP-seq replicate 1 data in resting BMDM, and obtained the threshold value of reads count for statistically Pol II enriched TSS regions (FDR < 0.001) as 38. Therefore, in 10076 BMDM-expressed genes (≥1 kb), 8083 genes with more than 38 reads in TSS regions are defined as genes with Pol II^+^ TSS regions, and the other 1993 genes are defined as genes with Pol II^−^ TSS regions.

For 8083 genes with Pol II^+^ TSS regions, Pol II PI were calculated as the ratio of Pol II ChIP-seq reads density (reads per 1 kb) in TSS regions to gene body regions in resting and LPS activated BMDM. Genes with PI ≥ 3 were considered as highly paused and genes with 1.5 ≤ PI < 3 were defined as moderately paused. Genes with PI < 1.5 were defined as non-paused along with genes with Pol II^−^ TSS region.

Similar to gene groups categorized by Pol II ChIP-seq defined PI, we used PRO-seq dataset to re-define pausing status in resting BMDM. PRO-seq defined PI were calculated as the ratio of shortened (1 bp) PRO-seq reads density (reads per 1 kb) in TSS regions to that in gene body regions. Using the same method and criteria as Pol II ChIP-seq defined pausing status, among 10076 BMDM-expressed genes (≥1 kb), 8809 genes with more than 13 shortened PRO-seq reads in TSS regions were defined as genes with significantly (FDR < 0.001) transcription-active TSS regions, whereas the other 1267 were defined as genes with transcription-inactive TSS regions. Among 8809 genes with transcription-active TSS regions, 7562 genes with PRO-seq PI ≥ 3 were considered as highly paused and 777 genes with 1.5 ≤ PRO-seq PI < 3 were defined as moderately paused. 470 genes with PRO-seq PI < 1.5 along with 1267 genes with transcription-inactive TSS regions were defined as non-paused.

### Assessing NELF occupancy at TSS regions

We used two methods to classify NELF occupancy at TSS regions. (1) We used DiffBind (v2.12.0)^57^ to assess differential NELF occupancy at TSS regions. BED files for TSS regions of all genes were used as peak region input, and sorted BAM files for two replicates of NELF ChIP-seq were used as input for reads counting. We used EdgeR mode in DiffBind to identify differential binding, and considered fold change (LPS 0.5 h/0 h) of NELF^−^E ChIP-seq reads count less than 0.5 and *p* value < 0.05 as threshold for significant NELF dismissal in TSS regions. (2) Peak calling in ChIP-seq is often utilized to identify differential occupancy. We used findPeaks program in HOMER to call NELF-E ChIP-seq peaks, with LPS 0.5 h condition as background and LPS 0 h condition as enrichment, to identify genes with TSS regions showing significant NELF dismissal upon LPS stimulation.

### Motif enrichment analysis

To identify enriched known transcription regulatory elements in target TSS regions, we used findMotifsGenome.pl program in HOMER to find enriched motifs. Sequences from TSS regions of these genes were used as inputs and randomly extracted sequences from the genome were used as background.

### Statistics

Statistical analysis was performed by using two-tailed Student’s *t* test or other model where indicated. *p* < 0.05 was taken as statistically significant unless otherwise indicated. Statistical analyses were performed using GraphPad Prism 7 and R 3.3.0.

### Reporting summary

Further information on research design is available in the Nature Research Reporting Summary linked to this article.

## Supplementary information

Supplementary Information

Peer Review File

Description of Additional Supplementary Information

Supplementary Data 1

Reporting Summary

## Data Availability

All genomic data described herein are deposited in Gene Expression Omnibus under accession numbers GSE122292, GSE123557, GSE122300, GSE103795, and GSE123370. The source data underlying Figs. 2i, j, 4c–g, 5a, 6a, b, 6e–g, and 7a–f and Supplementary Figs. 2b–d, 4a, 4h–j, 5f, 6a, b, 6d–f, and 7a, b are provided as a Source Data file. Other data that support the findings of this study are available from the corresponding author upon reasonable request.

## Source data

Source Data

## References

[1] Chovatiya R, Medzhitov R (2014). Stress, inflammation, and defense of homeostasis. Mol. Cell.

[2] Wynn TA, Vannella KM (2016). Macrophages in tissue repair, regeneration, and fibrosis. Immunity.

[3] Kotas ME, Medzhitov R (2015). Homeostasis, inflammation, and disease susceptibility. Cell.

[4] Smale ST, Natoli G (2014). Transcriptional control of inflammatory responses. Cold Spring Harb. Perspect. Biol..

[5] Glass CK, Natoli G (2016). Molecular control of activation and priming in macrophages. Nat. Immunol..

[6] Murray PJ (2014). Macrophage activation and polarization: nomenclature and experimental guidelines. Immunity.

[7] Smale ST (2010). Selective transcription in response to an inflammatory stimulus. Cell.

[8] Rogatsky I, Adelman K (2014). Preparing the first responders: building the inflammatory transcriptome from the ground up. Mol. Cell.

[9] Adelman K (2009). Immediate mediators of the inflammatory response are poised for gene activation through RNA polymerase II stalling. Proc. Natl Acad. Sci. USA.

[10] Hargreaves DC, Horng T, Medzhitov R (2009). Control of inducible gene expression by signal-dependent transcriptional elongation. Cell.

[11] Jonkers I, Lis JT (2015). Getting up to speed with transcription elongation by RNA polymerase II. Nat. Rev. Mol. Cell Biol..

[12] Kwak H, Lis JT (2013). Control of transcriptional elongation. Annu. Rev. Genet..

[13] Core LJ (2012). Defining the status of RNA polymerase at promoters. Cell Rep..

[14] Yamaguchi Y (1999). NELF, a multisubunit complex containing RD, cooperates with DSIF to repress RNA polymerase II elongation. Cell.

[15] Chen FX, Smith ER, Shilatifard A (2018). Born to run: control of transcription elongation by RNA polymerase II. Nat. Rev. Mol. Cell Biol..

[16] Gilchrist DA (2010). Pausing of RNA polymerase II disrupts DNA-specified nucleosome organization to enable precise gene regulation. Cell.

[17] Wang X, Lee C, Gilmour DS, Gergen JP (2007). Transcription elongation controls cell fate specification in the Drosophila embryo. Genes Dev..

[18] Zeitlinger J (2007). RNA polymerase stalling at developmental control genes in the *Drosophila melanogaster* embryo. Nat. Genet..

[19] Lagha M (2013). Paused Pol II coordinates tissue morphogenesis in the Drosophila embryo. Cell.

[20] Williams LH (2015). Pausing of RNA polymerase II regulates mammalian developmental potential through control of signaling networks. Mol. Cell.

[21] Shang Y (2016). The transcriptional repressor Hes1 attenuates inflammation by regulating transcription elongation. Nat. Immunol..

[22] Sacta, M. A. et al. Gene-specific mechanisms direct glucocorticoid-receptor-driven repression of inflammatory response genes in macrophages. *Elife***7**, e34864 (2018).10.7554/eLife.34864PMC582145829424686

[23] Escoubet-Lozach L (2011). Mechanisms establishing TLR4-responsive activation states of inflammatory response genes. PLoS Genet..

[24] Danko CG (2013). Signaling pathways differentially affect RNA polymerase II initiation, pausing, and elongation rate in cells. Mol. Cell.

[25] Barboric M, Nissen RM, Kanazawa S, Jabrane-Ferrat N, Peterlin BM (2001). NF-kappaB binds P-TEFb to stimulate transcriptional elongation by RNA polymerase II. Mol. Cell.

[26] Gupte R, Muse GW, Chinenov Y, Adelman K, Rogatsky I (2013). Glucocorticoid receptor represses proinflammatory genes at distinct steps of the transcription cycle. Proc. Natl Acad. Sci. USA.

[27] Adelman K, Lis JT (2012). Promoter-proximal pausing of RNA polymerase II: emerging roles in metazoans. Nat. Rev. Genet..

[28] Peterlin BM, Price DH (2006). Controlling the elongation phase of transcription with P-TEFb. Mol. Cell.

[29] Ghisletti S (2010). Identification and characterization of enhancers controlling the inflammatory gene expression program in macrophages. Immunity.

[30] Ostuni R (2013). Latent enhancers activated by stimulation in differentiated cells. Cell.

[31] Lu X (2016). Multiple P-TEFbs cooperatively regulate the release of promoter-proximally paused RNA polymerase II. Nucleic Acids Res..

[32] Fujinaga K (2004). Dynamics of human immunodeficiency virus transcription: P-TEFb phosphorylates RD and dissociates negative effectors from the transactivation response element. Mol. Cell Biol..

[33] Sun J (2008). Deregulation of cofactor of BRCA1 expression in breast cancer cells. J. Cell Biochem..

[34] Lou X (2011). Negative feedback regulation of NF-kappaB action by CITED2 in the nucleus. J. Immunol..

[35] Saraiva M, O’Garra A (2010). The regulation of IL-10 production by immune cells. Nat. Rev. Immunol..

[36] Dreos R, Ambrosini G, Perier RC, Bucher P (2015). The Eukaryotic Promoter Database: expansion of EPDnew and new promoter analysis tools. Nucleic Acids Res..

[37] Kaplanski G, Marin V, Montero-Julian F, Mantovani A, Farnarier C (2003). IL-6: a regulator of the transition from neutrophil to monocyte recruitment during inflammation. Trends Immunol..

[38] Heinz S (2010). Simple combinations of lineage-determining transcription factors prime cis-regulatory elements required for macrophage and B cell identities. Mol. Cell.

[39] Barozzi I (2014). Coregulation of transcription factor binding and nucleosome occupancy through DNA features of mammalian enhancers. Mol. Cell.

[40] Gosselin D (2014). Environment drives selection and function of enhancers controlling tissue-specific macrophage identities. Cell.

[41] Mancino A (2015). A dual cis-regulatory code links IRF8 to constitutive and inducible gene expression in macrophages. Genes Dev..

[42] Curina A (2017). High constitutive activity of a broad panel of housekeeping and tissue-specific cis-regulatory elements depends on a subset of ETS proteins. Genes Dev..

[43] Liu L (2014). Transcriptional pause release is a rate-limiting step for somatic cell reprogramming. Cell Stem Cell.

[44] Mahat DB, Salamanca HH, Duarte FM, Danko CG, Lis JT (2016). Mammalian heat shock response and mechanisms underlying its genome-wide transcriptional regulation. Mol. Cell.

[45] Borisova ME (2018). p38-MK2 signaling axis regulates RNA metabolism after UV-light-induced DNA damage. Nat. Commun..

[46] Schaukowitch K (2014). Enhancer RNA facilitates NELF release from immediate early genes. Mol. Cell.

[47] Ray N (2006). c-Fos suppresses systemic inflammatory response to endotoxin. Int. Immunol..

[48] Amleh A (2009). Mouse cofactor of BRCA1 (Cobra1) is required for early embryogenesis. PLoS ONE.

[49] Xu H (2012). Notch-RBP-J signaling regulates the transcription factor IRF8 to promote inflammatory macrophage polarization. Nat. Immunol..

[50] Coppo M, Chinenov Y, Sacta MA, Rogatsky I (2016). The transcriptional coregulator GRIP1 controls macrophage polarization and metabolic homeostasis. Nat. Commun..

[51] Mahat DB (2016). Base-pair-resolution genome-wide mapping of active RNA polymerases using precision nuclear run-on (PRO-seq). Nat. Protoc..

[52] De Filippo K, Henderson RB, Laschinger M, Hogg N (2008). Neutrophil chemokines KC and macrophage-inflammatory protein-2 are newly synthesized by tissue macrophages using distinct TLR signaling pathways. J. Immunol..

[53] Zhang X, Goncalves R, Mosser DM (2008). The isolation and characterization of murine macrophages. Curr. Protoc. Immunol..

[54] Langmead B, Trapnell C, Pop M, Salzberg SL (2009). Ultrafast and memory-efficient alignment of short DNA sequences to the human genome. Genome Biol..

[55] Kim D (2013). TopHat2: accurate alignment of transcriptomes in the presence of insertions, deletions and gene fusions. Genome Biol..

[56] Trapnell C (2012). Differential gene and transcript expression analysis of RNA-seq experiments with TopHat and Cufflinks. Nat. Protoc..

[57] Ross-Innes CS (2012). Differential oestrogen receptor binding is associated with clinical outcome in breast cancer. Nature.

# Supplementary material for: Negative elongation factor complex enables macrophage inflammatory responses by controlling anti-inflammatory gene expression
**Source:** Nat Commun. 2020 May 8;11:2286. doi: 10.1038/s41467-020-16209-5
**Supplement:** Supplementary file 3 — Description of Additional Supplementary Information

Description of Additional Supplementary Files

File Name: Supplementary Data 1

Description: Primers and oligonucleotides used in this study.

How the deposited data were processed for this re-analysis (not part of the article)

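RNA-seq values of 15 BMDM libraries were analysed, in 5 groups of 3: resting WT, WT with LPS for 0.5 h and 1 h, resting Nelfb KO, and Nelfb KO with LPS for 0.5 h. Samples were grouped by the genotype and time in their labels. The FPKM values were made by the authors, who processed reads with CASAVA 1.8, mapped them to mm10 with TopHat2 2.1.0 and ran Cuffdiff of Cufflinks 2.2.1, and they were deposited as 1 average per gene and group. The ratio in the authors' deposited table is the linear ratio of FPKM + 1 of both groups, although its header names a log2 value, and for at least 99% of the values it equals the ratio computed from the group values. The p-value and the q-value for each of 4 comparisons are those of Cuffdiff as deposited by the authors. Of the group columns, 3 are repeated in the table; 17 genes have another value there, and the first column was used. One item of the table is not reported here.

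The plan fixed before the data were examined was a linear model over libraries, with group averages and the authors' p-values as the fallback if no values per library were found. The table holds group averages, so the fallback was used. The adjusted p-values given here are therefore the authors' Cuffdiff p-values, adjusted again over the kept genes, and not a test of libraries made here. No SD, no n of single libraries, no interaction of genotype and LPS and no other grouping of the samples could be computed. The depth per library was not used, so the counting precision of each value is unknown.

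Genes with a mean of at least 0.5 FPKM over the groups were kept (11258 of 23996). Log2 ratios took FPKM with a pseudocount of 1. Calls by the study thresholds took a p under 0.05 and a ratio of at least 1.4 or at most 0.6, and for genes inducible at 1 h a q under 0.05 and a ratio of at least 1.5. Genes named in the text are those the paper names or labels in Fig. 5e and 5f, the 10 largest rises and falls of each comparison past an adjusted p of 0.05, and up to 4 members of each list with the smallest adjusted p. The condition of that rule on single libraries could not be applied, and genes outside it are said to be named after their values were seen.

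There were 32 gene lists, of which 31 were fixed before the data were examined, with the paper's genes known, and the histone genes were added after. The median of a list was compared with 10000 random lists matched on mean FPKM in 20 bins. Positions, transcript lengths and GC content came from GENCODE M21 (GRCm38), with the longest protein-coding transcript, or the longest transcript of genes without one, taken as the length. A length was found for 11177 of the kept genes (99.3%), 451 of them through an older symbol. Chance overlaps were simulated 100 times with shared groups.

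Alternatives set before the data were examined were a pseudocount of 0.1, no filter, a filter at 1 FPKM, median scaling, quantile normalization, leaving out genes listed at 0, another induced set, adjusted p for both criteria, and other limits for expressed genes. Added after seeing the data were the authors' q-values, removal of the trend over transcript length, a minimum locus of 1 kb, a second reference group, and lists matched on length as well. Data were simulated for 11177 genes with the spread implied by the authors' p-values, and tested with that same spread. The changed genes were drawn only from genes with FPKM well above the filter. Of these, the adjusted p found 24% of those changed by a log2 ratio of 0.58 and 92% of those changed by 1. Unchanged genes made up 3.21% of the calls. A low share is built in where the spread is known, so it does not measure how well the Cuffdiff p-values hold. Of random lists, 7.5% fell outside the central 95% of matched lists. Python 3.11.15 was used with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9.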

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

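The tests of transcript length on the overlap and on the genes left after its removal, of LPS in both genotypes, of NELF absence, of precursors, of RNA without poly(A) tails, of S phase and of shared reads were chosen after the result was seen.

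Of the 175 genes suppressed by 0.5 h of LPS in WT, 104 were also lower in resting Nelfb KO, an overlap that the paper does not report. Lists of these sizes drawn independently would share 5.35 genes, and 100 simulations without change that shared the resting WT group gave 3.26 on average and 6 at most. A fall caused by LPS in both genotypes is argued against by Nelfb KO at 0.5 h against resting Nelfb KO. Over all 175 suppressed genes, which were chosen without the Nelfb KO groups, its median log2 ratio was 0.04. Over the 104 genes it was 0.0478 (95% bootstrap interval over genes, not over libraries, 0.0386 to 0.0596). The 104 genes were chosen for a low value in resting Nelfb KO, which by itself raises this ratio. Both comparisons that gave the 104 genes have resting WT as the denominator. A bias of the resting WT libraries by transcript length stays open: in the 3 comparisons with resting WT, Spearman's rho with length was at least 0.452, and in the other 3 its size was at most 0.188. With the length trend removed, 29 genes still overlapped. Whether length bias was the whole cause is not decided by this number. The removal took off only the median of genes of similar length and kept the p-values, and the simulated groups held no such bias. A bias by GC content also stays open (partial rho given length -0.41 in WT at 0.5 h against rest), and with length and GC trends removed together 22 genes overlapped. Absence of NELF, in Nelfb KO or through its release after LPS, cannot be told apart from these. The median log2 ratio of WT at 1 h against 0.5 h was -0.00183 (lower end of the 95% bootstrap interval over genes -0.0184). If NELF stayed off chromatin until 1 h, the fall would have to be complete by 0.5 h. First-order decay to a new level, taken at that lower end, would then ask for a half-life of at most 4.95 min. The fall by 0.5 h alone would ask for 34.1 min with synthesis stopped at once. The paper, however, reports NELF back on chromatin by 1 h, which this calculation leaves out. At 1 h the 104 genes were still low against rest (median log2 ratio -0.93). The 104 genes include 17 ribosomal protein genes. Half-lives were not measured, which keeps this open.

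Cell cycle genes, which the paper does not discuss, were lower in Nelfb KO. Of 20 genes, 18 were lower at rest and 17 at 0.5 h at an adjusted p under 0.05, and 19 at both times when adjusted over the list alone. All 20 had log2 ratios below 0 at both times, with medians of -0.84 and -0.79. Transcript length is argued against, as the median at rest was -0.82 with the length trend removed. A smaller share of granulocyte-monocyte precursors is argued against as well, since the highest FPKM of Mpo, Elane and Prtn3 in any group was 0.428. A difference in proliferation between the cultures of both genotypes stays open and was not tested, as does any other difference between the cultures.

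Replication-dependent histone genes, a list added after seeing histone genes among the largest rises, had a median log2 ratio of 0.66 over 38 genes in Nelfb KO at 0.5 h and 0.41 at rest. At an adjusted p under 0.05, 5 of the 38 were higher at each time and none was lower, and by the unadjusted Cuffdiff p-values of the authors' deposited table 24 were higher at 0.5 h and 0 lower. With no filter 1 was lower at rest, and with the authors' q-values 8 were higher at 0.5 h. A minimum locus of 1 kb, which leaves out most of these short genes, left 0 higher at rest and 1 at 0.5 h. Transcript length is argued against (median 0.57 at 0.5 h and 0.73 at rest with the trend removed). Reads shared between copies of these genes are argued against, because FPKM summed over 68 histone genes had a log2 ratio of 0.85 at 0.5 h and 0.69 at rest. More cells in S phase are argued against by the cell cycle genes, with a median of -0.79 at 0.5 h. More RNA without poly(A) tails in the Nelfb KO libraries cannot be told apart: Rmrp, Rpph1 and Rn4.5s had a median log2 ratio of -0.93 at rest and 0.46 at 0.5 h, and the value at rest has the resting WT group as its denominator. The effect of the genotype itself stays open as untested.

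Interferon-stimulated genes, also outside those the paper discusses, had a median log2 ratio of -0.49 in resting Nelfb KO and -0.34 at 0.5 h. All 24 genes were below 0 at both times. At an adjusted p under 0.05, 10 were lower at rest and 3 at 0.5 h (15 and 8 when adjusted over the list alone). With the length trend removed, which was chosen after seeing the data, the medians were -0.47 (95% bootstrap interval -0.74 to -0.32) and -0.37 (-0.61 to -0.25). Cd4 and Itgax, listed as markers of T and NK cells and of dendritic cells, were lower in the same comparisons (log2 ratios -0.99 and -0.63 at rest, -1.05 and -0.63 at 0.5 h), as they were beside the cell cycle genes. No other explanation was tested for the interferon-stimulated genes, and a difference in the cells of the cultures stays open.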

How the results depend on the processing

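The authors' q-values, removal of the length trend, the locus minimum, the second reference and lists matched on length were chosen after the result was seen. Unless a reason is given, the cause was not tested.

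No paired analysis was possible because the columns carry 1 value per group and no replicate numbers. For the same reason a replicate block, a fit of 2 groups, limma without trend, its fold, each replicate left out, FPKM of at least 1 in each library and the interaction were not run.

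The authors' p-values were not recomputed in any setting, so counts by adjusted p and calls of named genes could hardly change with scaling, normalization, pseudocount or trend removal, and their staying the same there is no sign of stability. Median scaling, the filter at 1 FPKM, leaving out genes listed at 0 and the locus minimum kept the other counts of genes within 1.5 times their values. With a pseudocount of 0.1, which shrinks low values less, resting Nelfb KO had 249 higher and 528 lower genes by the study thresholds (138 and 344 before) or 6.86% of the expressed genes (4.51%). Induced genes then numbered 138 (84), genes lower in Nelfb KO at 0.5 h 239 (111), and more-suppressed genes 3 (1).

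Quantile normalization gave 209 higher and 226 lower genes in resting Nelfb KO, 95 suppressed genes (175), 0 more-suppressed genes and an overlap of 40 (104). With no filter, which adds genes to the adjustment, 83 genes were lower in WT at 0.5 h (145), and with the authors' q-values 236.

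With the length trend removed there were 178 lower genes in resting Nelfb KO, 42 suppressed genes, 0 more-suppressed genes, an overlap of 29, and 2.67% of expressed genes affected. The second reference, which adds a criterion, left 38 higher and 97 lower genes in resting Nelfb KO (1.24% of expressed genes), 1 suppressed gene and 0 more-suppressed genes. Its overlap of 0 was fixed in advance, since no gene can be both lower in WT at 0.5 h than in resting Nelfb KO and lower in resting Nelfb KO than in WT at 0.5 h, and it says nothing on the 104 genes.

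Super-induced genes numbered 76 with the set inducible at 1 h, which is 17.3% of that set, and 33 with adjusted p for both criteria (50 before, or 59.5%). Their share of the induced genes was 39.9% with a pseudocount of 0.1, 49% with quantile normalization and 53.2% with median scaling. It was 66% with adjusted p for both criteria, 66.7% with the length trend removed and 76.8% with the second reference.

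The histone genes had median log2 ratios of -0.15 in WT at 0.5 h and -0.22 at 1 h against rest. These reversed to 0.13 and 0.0532 with the length trend removed, and the first to 0.0321 with the locus minimum.

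Of 612 values of named genes, those that passed the adjusted p did not change sign in any setting that kept them. Changes of sign among the other values were not counted. With no filter 16 values no longer passed the adjusted p. Depth per library was not used, so what it limits is unknown.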

Differences from the paper's values

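In resting Nelfb KO, 4.51% of the expressed genes were higher or lower by the study thresholds, where the paper's value is under 2% of all expressed genes, and on the scale of all genes in the table, which the legend of Fig. 5c names, it was 2.01%. No alternative set before the data were examined brought the share of expressed genes within 1.5 times the paper's value: pseudocount 0.1, no filter, the filter at 1 FPKM, median scaling, quantile normalization, leaving out genes listed at 0 and the other limits for expressed genes gave 4.08% to 6.86%. Removal of the length trend gave 2.67% and the second reference 1.24%; both were chosen after seeing the values, and they drop 239 and 347 of the 482 genes called.

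The counts of induced and super-induced genes did not differ by the rule used. The paper's values of 83 and 49 are reached with a minimum locus of 1 kb, chosen after seeing the values, which drops 1 gene, Ifnb1, from both sets. Quantile normalization also gave 49 super-induced genes. For genes higher in resting Nelfb KO, no filter gave 140, the number in the figure (about 140 in Fig. 5b, read by eye).

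The paper calls Fos and Il10 higher in Nelfb KO after LPS, from RNA-seq, PRO-seq, RT-qPCR and protein assays. Only the RNA-seq values were examined here. Both genes pass the study thresholds, but at an adjusted p over the kept genes neither passed (0.0531 and 0.678 from the p in the authors' deposited table). This leaves the other assays of the paper untouched. With the authors' q-values, chosen after seeing the values, Fos passes.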

Other observations

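The control of the length test, a shift in every gene alike, was chosen after the result was seen, whereas the length test of genes that were not super-induced and the comparison of timing were set before.

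One hypothesis was that super-induced genes are those that keep rising in WT. Their median log2 ratio of WT at 1 h against 0.5 h was 2.20, against 0.56 for the other 34 induced genes. The difference of 1.64 lay above the bound of 0.83 from 10000 random relabellings, as that hypothesis predicts. The relabellings were of genes, which are not independent replicates, so the bound is no measure of the spread between libraries. The values share the WT 0.5 h group with the call of super-induction. Against resting WT the difference was 2.69 (bounds -0.78 and 0.85). The comparison of Nelfb KO with WT at 0.5 h does not use resting WT, but the call of induction does. The sets also differ in strength of induction. The median log2 ratio of WT at 0.5 h against rest was 1.30 for the super-induced and 0.56 for the other genes. A strong response to LPS and super-induction therefore cannot be told apart here.

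A second hypothesis was that part of the induced genes that were not super-induced reflect transcript length. With the length trend removed, a share of 0.5 of these 34 genes (17) stayed past the ratio of 1.4, against 47 of the 50 super-induced genes. The median log2 ratio of the 34 genes was 0.56 before (95% bootstrap interval 0.53 to 0.60) and 0.47 after (0.37 to 0.57), and that of the 50 genes 1.30 and 1.48. The 34 genes lie close to the threshold, so a shift of any origin takes more of them below it. A log2 shift of 0.12, the median size of the trend, in every gene alike would leave 11 of the 34 and 42 of the 50. The test therefore does not decide, and the hypothesis stays open.

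Further lists were fixed before the data were examined, with the paper's genes known. Some of them, such as cytokines, chemokines and MAPK phosphatases, hold genes labelled in Fig. 5e and 5f and are not independent evidence. They gave these results in Nelfb KO at 0.5 h, at an adjusted p under 0.05 over the kept genes. Inflammatory cytokines had 4 of 13 higher (8 when adjusted over the list alone, median log2 ratio 0.57), chemokines 4 of 13 (6, median 0.32) and MAPK phosphatases 2 of 9 (2, median 0.00). Macrophage identity genes, a list that includes Lyz2, had 2 of 15 higher (3, median 0.17) and heat shock genes 2 of 7 (2, median 0.08). With the filter at 1 FPKM the median of the heat shock genes was 0.20. Hypoxia and glycolysis genes had 2 of 14 higher (2, median 0.11) and alternative activation genes 1 of 8 (1, median -0.03). None of these lists had a lower member, also by the unadjusted Cuffdiff p-values of the authors' deposited table.

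For pause release and elongation factors (20 kept), the TLR4 and NF-kB pathway (23), lysosome (10), cholesterol synthesis (12), NRF2 targets (8) and p53 targets (9), no member passed in either direction at 0.5 h. By the unadjusted Cuffdiff p-values of the authors' deposited table, 1 cholesterol synthesis gene and 1 NRF2 target were higher, and 0 members of these lists were lower. Adjusted over the list alone, 1 cholesterol synthesis gene was higher. Their medians lay between -0.03 and 0.12. The 17 genes named in the paper's text had 5 higher and 1 lower.

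In resting Nelfb KO the same adjusted p gave 2 higher members of macrophage identity and of heat shock genes, and 1 each of alternative activation, NRF2 targets, and hypoxia and glycolysis. Of the 2 macrophage identity genes, 1 is Lyz2, for which a difference in the Lyz2Cre allele between the genotypes cannot be told apart. Chemokines and p53 targets had 1 higher and 2 lower members each, and pause release and elongation factors and the TLR4 and NF-kB pathway had 1 lower each. With no filter, the higher chemokine and the lower members of the last 2 lists no longer passed (0 each), and 1 heat shock gene was higher. In Nelfb KO at 0.5 h, 1 hypoxia and glycolysis gene was higher with no filter. Inflammatory cytokines, MAPK phosphatases, lysosome and cholesterol synthesis had 0 in either direction, with 1, 0, 4 and 1 lower and none higher by the unadjusted Cuffdiff p-values of the authors' deposited table.

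Markers of other cells were mostly below the filter, and the results here are those of Nelfb KO against WT. No erythroid and no mast cell or basophil marker was kept. Of the neutrophil markers 3 were kept, with S100a8 higher at 0.5 h (72.5 FPKM in WT, 133 FPKM in Nelfb KO). Dendritic cell markers had 2 kept, with Itgax lower at both times (log2 ratios -0.63 and -0.63). The 1 kept T and NK cell marker, Cd4, was lower at both times (-0.99 and -1.05). For the 1 kept B cell marker and the 4 kept fibroblast markers no change passed in Nelfb KO against WT at either time, nor by the unadjusted p-values of Cuffdiff.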
